# TGF-β/Smad2/3 Signaling Directly Regulates Several miRNAs in Mouse ES Cells and Early Embryos

**DOI:** 10.1371/journal.pone.0055186

**Published:** 2013-01-30

**Authors:** Nicholas Redshaw, Carme Camps, Vikas Sharma, Mehdi Motallebipour, Marcela Guzman-Ayala, Spyros Oikonomopoulos, Efstathia Thymiakou, Jiannis Ragoussis, Vasso Episkopou

## Abstract

The Transforming Growth Factor-β (TGF-β) signaling pathway is one of the major pathways essential for normal embryonic development and tissue homeostasis, with anti-tumor but also pro-metastatic properties in cancer. This pathway directly regulates several target genes that mediate its downstream functions, however very few microRNAs (miRNAs) have been identified as targets. miRNAs are modulators of gene expression with essential roles in development and a clear association with diseases including cancer. Little is known about the transcriptional regulation of the primary transcripts (pri-miRNA, pri-miR) from which several mature miRNAs are often derived. Here we present the identification of miRNAs regulated by TGF-β signaling in mouse embryonic stem (ES) cells and early embryos. We used an inducible ES cell system to maintain high levels of the TGF-β activated/phosphorylated Smad2/3 effectors, which are the transcription factors of the pathway, and a specific inhibitor that blocks their activation. By performing short RNA deep-sequencing after 12 hours Smad2/3 activation and after 16 hours inhibition, we generated a database of responsive miRNAs. Promoter/enhancer analysis of a subset of these miRNAs revealed that the transcription of pri-miR-181c/d and the pri-miR-341∼3072 cluster were found to depend on activated Smad2/3. Several of these miRNAs are expressed in early mouse embryos, when the pathway is known to play an essential role. Treatment of embryos with TGF-β inhibitor caused a reduction of their levels confirming that they are targets of this pathway *in vivo*. Furthermore, we showed that pri-miR-341∼3072 transcription also depends on FoxH1, a known Smad2/3 transcription partner during early development. Together, our data show that miRNAs are regulated directly by the TGF-β/Smad2/3 pathway in ES cells and early embryos. As somatic abnormalities in functions known to be regulated by the TGF-β/Smad2/3 pathway underlie tumor suppression and metastasis, this research also provides a resource for miRNAs involved in cancer.

## Introduction

The Transforming Growth Factor-β (TGF-β) superfamily comprises a broad range of signaling ligands including TGF-β, Activin, Nodal and Bone Morphogenetic Protein (BMP) [1]. These are essential for embryonic development and have been shown to regulate a variety of cellular processes such as migration, differentiation, proliferation and apoptosis [2], [3]. During embryonic development, these factors exhibit dose-dependent effects that provide positional information to cells and specify embryonic axes [4], [5]. They are essential for gastrulation, a process that depends on epithelial-to-mesenchymal transition (EMT) and the opposite (MET), and for the induction of mesendoderm and endoderm [4], [6], [7]. In adult tissues, TGF-β signaling has an important role in tissue homeostasis, and its misregulation often leads to a variety of diseases, most notably cancer [6], [8].

Binding of TGF-β, Activin and Nodal ligands to pairs of membrane-bound receptor serine/threonine kinases (type I and II receptors), results in the specific C-terminal phosphorylation of Smad2 and Smad3 (p-Smad2/3) in the cytoplasm. P-Smad2/3 then form heteromeric complexes with Smad4 and translocate to the nucleus where they directly regulate target gene expression [3], [9], [10]. Target gene specificity is assisted by a variety of Smad2/3 co-regulatory factors that confer tissue-specific gene expression. One important co-factor during early murine embryogenesis is the winged-helix transcription factor FoxH1, which interacts with p-Smad2/3 to activate target gene expression in response to Nodal signaling [11], [12], [13], [14], [15]. Smads regulate hundreds of target genes, of which a small number have been characterized as direct targets of the pathway [16], [17].

miRNAs have recently emerged as major regulators of gene expression [18], [19], [20]. They are first transcribed by RNA polymerase II as long primary transcripts, termed primary (pri-) miRNAs. Pri-miRNAs are subsequently processed by the RNase III endonuclease Drosha into ∼70 nt hairpin-shaped precursor (pre-) miRNAs. The pre-miRNA is then exported from the nucleus to the cytoplasm where it undergoes further processing to a ∼22 nt miRNA/miRNA* duplex by the Dicer enzyme complex [21], [22], [23], [24]. This duplex is unwound to release the mature miRNA (the miRNA* strand is typically degraded), which is finally loaded into the RNA-Induced Silencing Complex (RISC) where it mediates silencing of target mRNA via interactions with complementary regions within the 3′-UTR. When bound to their targets, miRNAs can promote mRNA degradation and/or block translation [20], [25]. miRNAs are located either within the introns of other genes or in intergenic regions, and are transcribed by the host gene or by their own promoter [20]. Such transcripts of pri-miRNA may contain clusters that are processed to several different mature miRNAs. However, little is known about the regulation of pri-miRNA promoters [26], [27], [28].

Thousands of miRNAs have now been identified in a range of organisms [29], and many of their targets have been revealed [30]. Studies on the deregulation of miRNA processing provide strong evidence that their function in fine-tuning gene expression is essential in the development of almost every tissue and body system examined [31], [32], [33], [34], [35]. Furthermore, miRNA deficiencies and excesses have been correlated with a number of clinically important diseases, including cancer [36], [37], [38].

Deletion of the Dicer gene in mice results in embryonic lethality and a depletion of the stem cell population [32]. Conditional tissue-specific inactivation of Dicer mutations confirm the essential role of miRNAs throughout development [31], [32], [34,]. More recent studies implicate specific miRNAs and their targets in early development [39], [40], [41], [42], [43]. For example, Martello and colleagues demonstrated that miRs-15 and -16 regulate embryonic patterning in *Xenopus* as they restrict the size of the Spemann’s organizer by targeting the Nodal type II receptor, Acvr2a [41]. In mouse models, studies on the miR-290∼295 cluster revealed a crucial role in pluripotency and differentiation [39], [40], [42], [43]. It is highly abundant in undifferentiated mouse ES cells and decreases with differentiation [40]. Consistent with this, members of the miR-290∼295 cluster have been shown to promote the G1-S transition and thereby promote the rapid proliferation of mouse ES cells [43].

A number of studies have demonstrated that Smad2/3 participate in the post-transcriptional regulation of miRNAs [44], [45], [46]. This mechanism involves the binding of Smads to Smad Binding Elements (SBE) in the stem region of pri-miRNAs. This subsequently promotes pri- to pre-miRNA processing by facilitating Drosha- and DGCR8-mediated cleavage [44], [45]. However, accumulating evidence now demonstrates that miRNA genes are also transcriptionally regulated by Smads. SMAD3 and SMAD4 have been shown to directly regulate miRs-143 and -145 in human coronary artery smooth muscle cells [47]. In gastric cancer cells, SMAD3 has a demonstrated role in directly regulating miR-200 family members, which subsequently target ZEB1 and ZEB2, which are both repressors of E-cadherin transcription, and therefore involved in EMT [48]. Despite the importance of the Nodal-Smad2/3 branch of TGF-β signaling in regulating ES cell pluripotency, differentiation and patterning in the early mouse and other vertebrate embryos [49], [50], [51], [52], [53], a systematic screen for miRNAs regulated by such signals has, to our knowledge, not been performed.

In this study, we identify miRNA targets of the TGF-β/Smad2/3 pathway in mouse ES cells by deep-sequencing. We used a previously developed system in ES cells (TAG1) [17] whereby Smad2/3 signaling levels are maintained high over time by a tetracycline inducible receptor which is constitutively-active (Alk4*), and repressed by the specific inhibitor SB-431542 (SB) [54]. Activation of p-Smad2/3 signaling directly activates a negative feedback loop (auto shut-off) that includes the direct and immediate activation of extracellular antagonists and intracellular negative regulators [55]. This results in a rapid reduction of the p-Smad2/3 signaling responses at initial stages of stimulation, and it takes time for signaling to achieve a balance between positive and negative regulation and stabilize at intermediate levels. We therefore used the inducible Alk4* system to stimulate signaling but also bypass the extracellular negative feedback, prolonging the initial high signaling activation for longer. Using this system we generated a database of p-Smad2/3 both up- and down-regulated miRNAs under the following three conditions: 1) normal culture with serum (representing conditions known to exhibit physiologic activation of p-Smad2/3 signaling), 2) Smad2/3 activation (via tet-induction of Alk4*) and 3) Smad2/3 repression (using the SB inhibitor). Validation of specific miRNAs by quantitative PCR (qPCR) and further analysis of TGF-β upregulated miRNAs provided evidence of direct p-Smad2/3 regulation in mouse ES cells and early embryos. Promoter/enhancer analysis demonstrated that the largest cluster, pri-miR-341∼3072, is co-regulated by the Smad2/3 transcription partner FoxH1.

## Results

### The Identification of p-Smad2/3-responsive miRNAs

Normally, ES cells secrete several ligands including TGF-β and exhibit activation of Smad2/3 (endogenous signaling). To manipulate p-Smad2/3 levels, we utilized a previously described Alk4*-inducible ES cell line (TAG1) [17] in a time-course experiment. Treatment of this cell line with doxycycline (Dox) induces the expression of a constitutively active Alk4* receptor, resulting in a rapid activation (phosphorylation) of Smad2/3; whereas treatment with the specific inhibitor SB-431542 (termed SB hereafter) blocks the phosphorylation of Smad2/3 and inactivates the pathway [54].

TAG1 cells were treated under serum free medium for 16 hours (16 hrs SB) with SB to eliminate Smad2/3 activation and thus switch-off endogenous signaling, or treated first with SB for 16 hrs followed by treatment with Dox for 12 hrs (16 hrs SB +12 hrs Dox) to induce Smad2/3 activation. To determine whether Smad2/3 activation under Alk4* induction was in agreement with a more physiological activation, we sequenced miRNAs from ES cells grown in high serum (20%; 0 hr) known to contain TGF-β ligands. This sample contains high levels of p-Smad2 (Figure 1A) and therefore can be used to verify whether the same miRNAs can reproducibly be upregulated by different p-Smad2/3 activation conditions.

**Figure 1:**
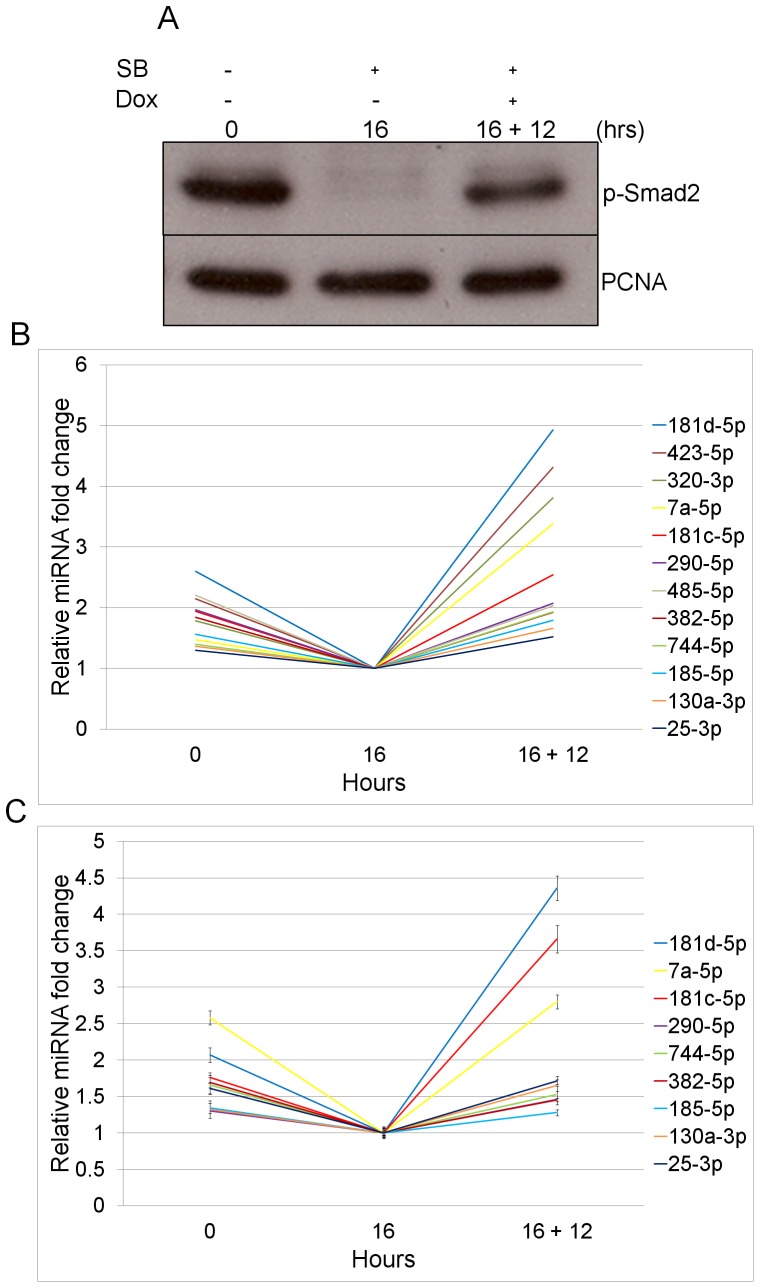
Identification of p-Smad2/3 inducible miRNAs. (**A**) Western blot analysis of p-Smad2 and PCNA (loading control) levels in TAG1 ES cells untreated (0), treated with SB-431542 (SB) for 16 hrs (16) or with SB for 16 hrs followed by doxycycline (Dox) for 12 hrs (16+12). (**B**) Relative fold induction of mature miRNAs in TAG1 cells treated as in (**A**) detected by small RNA deep-sequencing. (**C**) qPCR validation of the deep-sequencing data, normalized to the non-Smad2/3 responsive miR-26a. Error bars represent ±SEM of triplicate reactions.

As the processing of some pri-miRNA transcripts can be relatively inefficient [56], the induction was performed over a period of 12 hours to allow mature miRNAs to accumulate at significant enough levels to expose clear differences between p-Smad2/3 activation and repression conditions (16 hrs SB treatment). Furthermore, the 12 hour activation includes the period (1–2 hrs) that Alk4* requires to be transcribed and translated after the induction with Dox, and before Smad2/3 are activated and capable of regulating miRNA targets. The long period of inhibition was performed preceding the induction to allow us to see *de novo* responses downstream of p-Smad2/3 activation. Total RNA and protein were subsequently extracted from cells at each time point. Western blot analysis was performed to examine p-Smad2 levels following treatment and to confirm their suppression with SB, their increase with Dox and the steady state levels in the untreated control cells (Figure 1A). 

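Short RNA libraries were sequenced from TAG1 ES cells in 3 conditions, with 1 library per condition. The 0 hr library came from untreated cells in medium with 20% FBS. The 16 hrs SB library came from cells kept for 16 hrs in 30 µM SB-431542, which blocks the activation of Smad2/3 by the receptors. The 16+12 hrs library came from cells given the same SB treatment and then 12 hrs of 1 µg/µl Dox, which induces the constitutively active Alk4* receptor. Both treated cultures were in medium with 20% KSR in place of FBS, so the medium changed together with the treatment between the 0 hr library and the others. Between the treated libraries, Dox came together with 12 more hrs of culture. The authors removed the adaptors, kept reads longer than 16 bases, matched them without mismatches to the mature and hairpin sequences of miRBase, and pooled 2 sequencing runs per library. A read that matched several miRNAs was assigned by length or to each of them. The files give each miRNA in rpm, its reads normalized by the authors to 1000000 reads of the library, and they list miRNAs with at least 10 reads over the 3 libraries. Each of the 2079 values equals a raw read number of Table S1 multiplied by 1 factor per library, and 1 read corresponds to 0.0913 rpm at 0 hr, 0.0881 rpm at 16 hrs SB and 0.101 rpm at 16+12 hrs. Fold changes were computed here as ratios of rpm without a pseudocount and are given as log2 ratios. The materials and methods give the Z-score by reference. It was computed here from the raw reads of a miRNA as proportions of the reads of 2 libraries, and it differed from the Z-scores of Table S1 by at most 0.000459. Intervals are 95% exact intervals, Poisson for a level and Clopper-Pearson for a share or a ratio of 2 read numbers. They cover counting error only, because no condition had a replicate library, and the Z-score likewise compares libraries rather than conditions.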

To identify the mature miRNAs responsive to these changes in p-Smad2/3 levels, we performed short RNA deep-sequencing using the Illumina platform.

The total number of reads obtained over two runs of deep-sequencing for each sample were 11,930,468 for the 0 hr sample (untreated), 12,356,171 for the 16 hr SB sample and 11,267,363 for the 16 hr SB +12 hr Dox sample. The sequenced reads were aligned to miRBase (release 18) (described in the material and methods) allowing only perfect matches. Under these conditions, the number of reads mapping to mature miRNAs were 3,101,837 for the 0 hr sample, 2,738,932 for the 16 hr sample and 3,302,409 for the 16 hr SB +12 hr Dox sample. 

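Reads on the listed miRNAs numbered 3102292 at 0 hr, 2739358 at 16 hrs SB and 3302828 at 16+12 hrs. They made up 28.3% (28.29 to 28.34) of the reads used for normalization at 0 hr, 24.1% (24.10 to 24.15) at 16 hrs SB and 33.4% (33.35 to 33.41) at 16+12 hrs. The 10 most abundant miRNAs of each library held 50.2%, 48.4% and 52.2% of these reads. miR-290-5p was the most abundant miRNA at 0 hr, with 35638 rpm, and at 16+12 hrs, with 37406 rpm. At 16 hrs SB the most abundant was miR-3473b, with 19386 rpm, a miRNA named after its values were seen. The median miRNA had 98 reads at 0 hr, 87 reads at 16 hrs SB and 90 reads at 16+12 hrs. Every listed miRNA had at least 1 read in each library, and 543 had at least 10 reads in each. The lowest sum over the 3 libraries was 13 reads. A group of 37 miRNAs shared all 3 values with another listed miRNA, and counting identical sets once leaves 673. With a minimum of 100 reads summed over the libraries, 458 miRNAs were listed.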

Overall, we were able to detect 693 mature miRNAs in the TAG1 ES cells (Table S1). miRNAs showing ≥1.25-fold change in abundance between p-Smad2/3 activation (16 hrs SB +12 hrs Dox) and suppression (16 hrs SB), and also ≥1.25-fold change between p-Smad2/3 steady state levels (0 hr) and suppression (16 hrs SB), were considered as p-Smad2/3 responsive.

After applying Z-test and fold-change analysis (described in the materials and methods), we identified 145 miRNAs showing a significant down-regulation after SB treatment (P≤0.05) and a significant up-regulation after Dox treatment (P≤0.05) (Table S1). Among these miRNAs that followed the p-Smad2/3 activation profile, we selected the most abundant in TAG1 ES cells based on the sum of normalized reads between the pair of samples compared in the previous two criteria (16 hrs SB and 0 hr; 16 hrs SB +12 hrs Dox and 16 hrs SB). This narrowed our selection to 28 miRNAs (Table 1); these miRNAs displayed the lowest Z-score values for 16 hrs SB versus 0 hr test (below −22.0) and the highest Z-score values for 16 hrs SB +12 hrs Dox versus 16 hrs SB test (above 17) (Table S1).

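In the files, 209 miRNAs were lower at 16 hrs SB than at 0 hr and 289 were higher at 16+12 hrs than at 16 hrs SB by the criteria on fold change and Z-score, and 145 met both, or 20.9% of those listed. If the calls in the 2 comparisons were unrelated, 87.2 miRNAs would be in both. The comparisons share the 16 hrs SB library, however, so a low value in that library lowers one ratio and raises the other. When read numbers were drawn for 3 libraries with equal shares for each miRNA, in 1000 simulations, the median number meeting both criteria was 2 and the largest was 8. Across miRNAs, which are not independent replicates, Pearson's r between the 2 log2 ratios was −0.63 in the data and −0.48 in the median of these simulations. Counting error is not the only error, because sequencing without replicates leaves the variation between cultures unmeasured. In a further simulation the deviations of each miRNA from its mean were dealt to the 3 libraries at random, with the median shift of each library kept. The median number with the profile was then 141 (middle 95% of 1000 draws, 124 to 160), and 365 draws gave at least 145. The dealt deviations are the observed ones and include any effect of the treatment. They show what a random order of the libraries gives for each miRNA, and cannot separate the treatment from variation between cultures. Pearson's r had a median of −0.49 in these draws, and none was as low as the −0.63 of the data. The median log2 ratio over the 145 miRNAs was −0.81 for 16 hrs SB over 0 hr and 1.16 for 16+12 hrs over 16 hrs SB. Of them, 48 had under 100 reads in the 16 hrs SB library. The median over all listed miRNAs was −0.19 in the comparison with 0 hr and 0.38 in the comparison with Dox. These overall medians moved to 0.038 and −0.090 when each library was scaled to its reads on listed miRNAs, so their direction depended on the scaling. Of the alternatives tried, a fold threshold of 2 moved the number with the profile most, to 41.

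**Figure D1:**
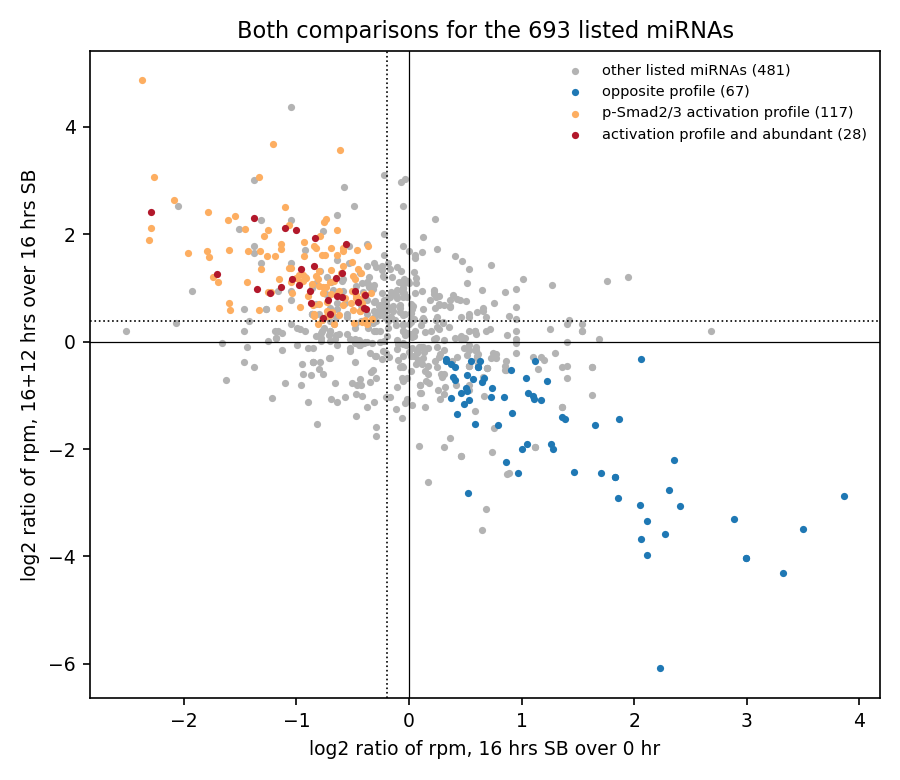
Each point is 1 of the 693 listed miRNAs, with the log2 ratio of rpm at 16 hrs SB over 0 hr on the x axis and at 16+12 hrs over 16 hrs SB on the y axis. Colours mark the p-Smad2/3 activation profile (117 miRNAs, and the 28 that are also abundant), the opposite profile (67) and the other miRNAs (481), and dotted lines mark the medians of all miRNAs, −0.19 and 0.38 under the authors' normalization.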

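The sum of at least 1000 rpm in each compared pair left 28 of the miRNAs with the profile. Their levels had a median of 1701 rpm at 0 hr, 1082 rpm at 16 hrs SB and 2514 rpm at 16+12 hrs. Between 3204 and 205450 reads stood behind each value in the 16 hrs SB library. The log2 ratio of 16 hrs SB over 0 hr ran from −2.29 for miR-485-3p to −0.38 for miR-25-3p, with a median of −0.84. The log2 ratio of 16+12 hrs over 16 hrs SB ran from 0.44 for miR-382-3p to 2.41 for miR-485-3p, with a median of 1.00. For miR-382-3p this rise turned into −0.027 when the libraries were scaled to their miRNA reads, and for miR-25-3p it turned into −0.068 under quantile normalization. Z-scores for the comparison with 0 hr lay between −256.9 for miR-290-5p and −22.75 for miR-669c-5p. Those for the comparison with Dox lay between 20.08 for miR-382-3p and 331.3 for miR-181d-5p. Of the 28 profile miRNAs with the lowest Z-scores in the comparison with 0 hr, 24 were in Table 1, and of the 28 with the highest in the comparison with Dox, 23 were. Among the profile miRNAs with lower sums, 6 had a Z-score below −22.75 in the first comparison, 21 had one above 20.08 in the second, and 4 passed both. These are miR-154-3p, miR-17-3p, miR-665-3p and miR-92a-2-5p, of which miR-154-3p and miR-665-3p were named after their values were seen. When deviations were dealt to the libraries at random, the median number of abundant miRNAs with the profile was 19 (13 to 27), and 14 of the 1000 draws gave at least 28.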

**Table 1:** Identification of Smad2/3 inducible miRNAs by small RNA deep-sequencing and real-time qPCR.

miRNA	TAG1										J1
	Total reads			Normalized reads			Fold-change				
	0 h	16 h	16+12 h	0 h	16 h	16+12 h	16h v 0h		16+12h v 16h		
							DS	qPCR	DS	qPCR	
485-3p	15123	3204	14883	1380	282	1504	−4.89		5.33		
181d-5p	107042	42731	183584	9770	3763	18552	−2.60	−2.07	4.93	4.36	1.09
423-5p	62261	30061	112927	5683	2647	11412	−2.15	1.12	4.31	1.11	1.32
25-5p	15513	8015	29645	1416	706	2996	−2.01		4.24		
320-3p	90928	52727	174984	8300	4644	17683	−1.79	1.04	3.81	1.16	1.2
7a-5p	12989	9111	28023	1186	802	2832	−1.48	−2.58	3.53	2.8	1.07
128-3p	10758	6212	14348	982	547	1450	−1.79		2.65		
181c-5p	11420	6098	13507	1042	537	1365	−1.94	−1.76	2.54	3.66	−1.01
295-5p	15726	10758	22723	1435	947	2296	−1.52		2.42		
543-3p	77103	24436	50833	7038	2152	5137	−3.27		2.39		
298-5p	20568	13599	27069	1877	1198	2735	−1.57		2.28		
323-3p	12677	6410	12510	1157	565	1264	−2.05		2.24		
290-5p	390434	205450	370150	35638	18094	37406	−1.97	−1.3	2.07	1.46	−1.04
485-5p	11901	5602	9914	1086	493	1002	−2.20	−1.42	2.03	1.1	1.09
433-3p	16712	6807	11648	1525	599	1177	−2.54		1.96		
744-5p	16396	12174	20521	1497	1072	2074	−1.40	−1.54	1.93	1.59	−1.09
382-5p	21060	11862	19882	1922	1045	2009	−1.84	−1.69	1.92	1.45	1
672-5p	43113	19036	31043	3935	1676	3137	−2.35		1.87		
669c-5p	15701	12393	19642	1433	1091	1985	−1.31		1.82		
185-5p	26062	17301	27039	2379	1524	2732	−1.56	−1.34	1.79	1.28	1.09
541-5p	28812	19793	30572	2630	1743	3089	−1.51		1.77		
92a-3p	58724	36877	55151	5360	3248	5573	−1.65		1.72		
130a-3p	15364	11642	16887	1402	1025	1707	−1.37	−1.32	1.66	1.65	1.02
363-5p	24461	13906	19919	2233	1225	2013	−1.82		1.64		
291a-5p	28030	21958	29674	2558	1934	2999	−1.32		1.55		
25-3p	140851	111946	148185	12856	9859	14975	−1.30	−1.61	1.52	1.71	1.05
341-3p	14130	9000	11191	1290	793	1131	−1.63		1.43		
382-3p	12866	7865	9310	1174	693	941	−1.70		1.36		

DS  =  Deep-sequencing.

To confirm whether the deep-sequencing results were in agreement with other methods of detection, we selected 12 of these miRNAs (based on assay availability) and performed real-time RT-qPCR from the same total RNA samples that had been sequenced. 

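miR-181d-5p, whose hairpin lies on chromosome 8 of GRCm38 from 84178716 to 84178787, had 9770 rpm at 0 hr, 3763 rpm at 16 hrs SB and 18552 rpm at 16+12 hrs. Its log2 ratios were −1.38 (−1.39 to −1.36) and 2.30 (2.29 to 2.32). miR-423-5p had 5683, 2647 and 11412 rpm in the same order of libraries, with log2 ratios of −1.10 and 2.11. miR-320-3p had 8300, 4644 and 17683 rpm, with log2 ratios of −0.84 and 1.93. For miR-7a-5p the log2 ratios were −0.56 and 1.82, and for miR-181c-5p they were −0.96 and 1.35. miR-290-5p, from the hairpin on chromosome 7 between 3218626 and 3218708, had log2 ratios of −0.98 and 1.05. The pair of chromosome 12 miRNAs gave −1.14 and 1.02 for miR-485-5p and −0.88 and 0.94 for miR-382-5p. The other 4 were miR-744-5p (−0.48 and 0.95), miR-185-5p (−0.64 and 0.84), miR-130a-3p (−0.45 and 0.74) and miR-25-3p, whose second log2 ratio was 0.60 (0.59 to 0.61). These last 4 lost the profile under at least 1 of the 7 scalings of the libraries. The other 8 met the criteria under all of them. In the paper's qPCR on the same RNA, these last 4 rose by 1.28-fold to 1.71-fold from 16 hrs SB to 16+12 hrs. Among the other 8, miR-423-5p (1.11), miR-320-3p (1.16) and miR-485-5p (1.1) stayed below 1.25-fold in that qPCR. The rest of the 8 rose by 1.45-fold to 4.36-fold. Meeting the criteria under all scalings thus did not ensure a rise of 1.25-fold by qPCR.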

Figure 1B shows the relative fold-change of these 12 miRNAs according to the deep-sequencing data. Nine of the 12 miRNAs displayed fold abundance changes of ≥1.25 in the qPCR (Figure 1C and Table 1), suggesting that these miRNAs respond to p-Smad2/3. To exclude the possibility that these miRNAs are induced by Dox and not by p-Smad2/3, the same treatments were performed in the TAG1 parental cell line, J1, which lacks the Dox-inducible Alk4* receptor. Only one miRNA, miR-423-5p, was found to respond to the Dox treatment, as its fold abundance in the control J1 cells was greater than 1.25 in the qPCR (Table 1). In summary, by deep-sequencing, we identified 28 p-Smad2/3 responsive miRNAs with a high abundance and in validation by qPCR we verified 9 out of 12 of these miRNAs, indicating that these were valid targets of the TGF-β signaling pathway.

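Taken as a share of the miRNA reads rather than of all reads, the 28 miRNAs made up 42.4% at 0 hr, 26.9% at 16 hrs SB and 45.9% at 16+12 hrs. With each library scaled to its reads on listed miRNAs, 19 of the 28 met the criteria. Under median-of-ratios scaling and under TMM scaling 21 did, and 18 did under every scaling. A fold threshold of 2 left 7. From the fall after SB and the rise after Dox in the sequencing, the qPCR on the same RNA for the tested miRNAs and the Dox treatment of the parental J1 cells as a control, the paper concludes that the miRNAs verified by qPCR are targets of the TGF-β signaling pathway.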

### Identification of miRNAs Directly Induced by p-Smad2/3

To determine whether any of the nine miRNAs are direct targets of p-Smad2/3, we analyzed the levels of their primary transcripts in the presence of the protein synthesis inhibitor cycloheximide (CHX). Under these conditions, an increase in pri-miRNA levels following p-Smad2/3 induction indicates that a miRNA is directly activated and does not depend on the translation of proteins and intermediate transcription factors activated downstream of p-Smad2/3.

TAG1 cells were pre-treated for 16 hrs with Dox to induce and accumulate high levels of Alk4* receptor, in the simultaneous presence of SB to prevent phosphorylation of Smad2/3 by the receptors. This 16 hrs SB+Dox is time point zero (0 hr). Subsequently, the SB was removed and CHX was added to inhibit protein synthesis (CHX without SB) over 2, 4 and 6 hr time points. To assess the effect of CHX alone, after the pre-treatment, we treated cells with CHX in the presence of SB over the same time points (CHX+SB). Total RNA and protein were extracted from cells at each time point and analyzed by western blot (Figure 2A) and qPCR (Figure 2B). P-Smad2 levels were almost undetectable after pre-treatment (0 hr) while at 2 hrs with CHX and without SB, a strong induction (8.8-fold above those at time 0 hr) was observed (Figure 2A). P-Smad2 levels gradually decreased after 4 and 6 hrs, most likely due to a decrease in Alk4* receptor protein levels. In contrast, treatment with CHX+SB did not significantly alter the levels of p-Smad2 over the same time points (Figure 2A).

**Figure 2:**
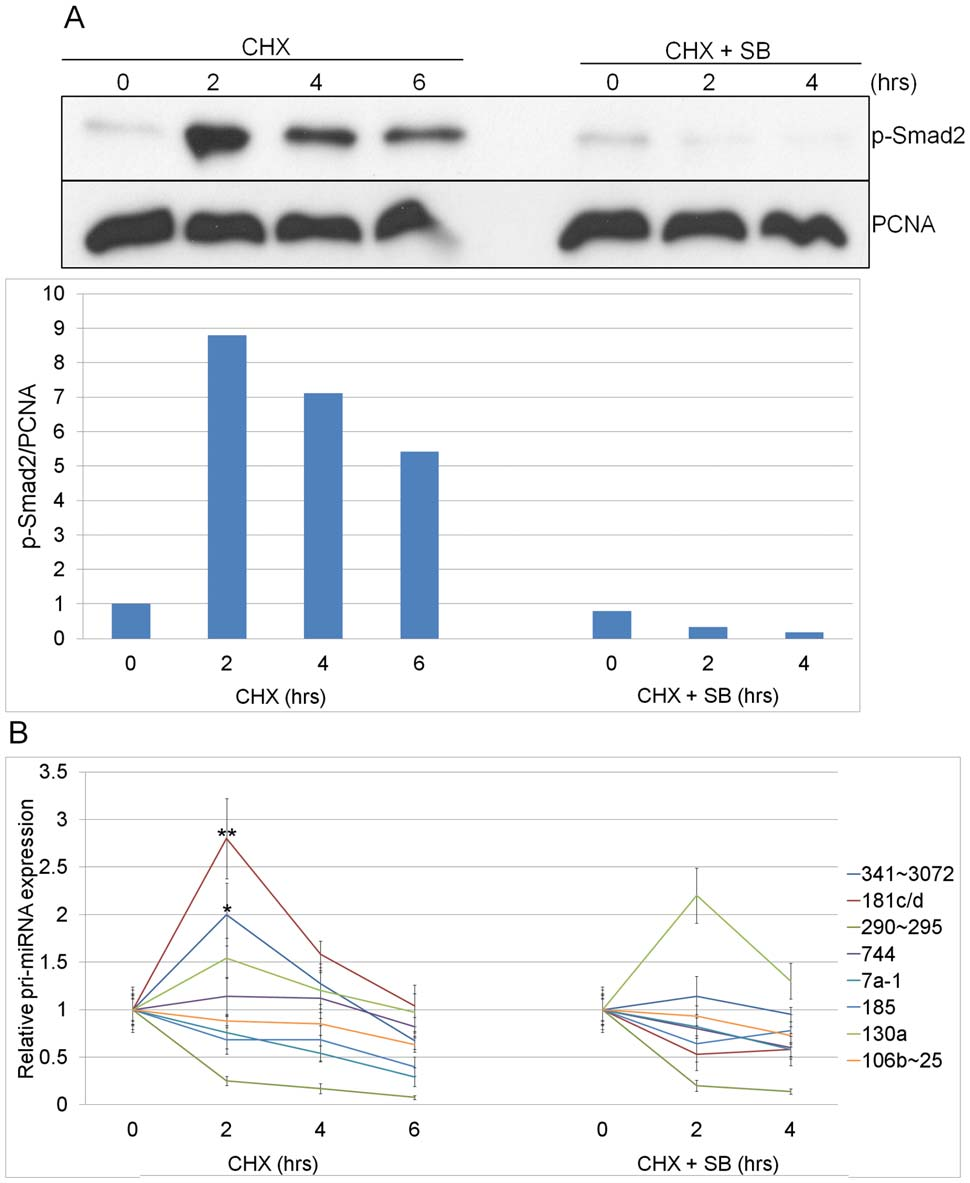
Identification of miRNAs induced directly by p-Smad2/3. (**A**) Western blot analysis of p-Smad2 and PCNA (loading control) levels in TAG1 ES cells pre-treated with SB-431542+ doxycycline (SB+Dox) for 16 hrs, followed by cycloheximide (CHX) treatment for 2, 4, and 6 hrs or CHX+SB for 2 and 4 hrs. The graph presents relative p-Smad2 levels normalized to corresponding PCNA levels. (**B**) qPCR analysis of pri-miRNA expression in CHX (left side) and CHX+SB (right side) treated TAG1 cells. Asterisks denote statistical comparisons of 2 vs. 0 hr time points (Student’s t-test, **p<0.01, *p<0.05). Pri-miRNA levels were normalized to *Gapdh*. Pri-miR-7a-2 was not detected. Average of 3 biological replicates (n = 3) performed in triplicates. Error bars show ±SEM.

We performed qPCRs to determine the expression levels of pri-miRNAs at each of the above time points. Table 2 lists the mature miRNAs found to respond to p-Smad2/3 in the deep-sequencing and qPCR validation experiments, and the 9 different pri-miRNA transcripts encoding them. Pri-miRs-341∼3072 and −181c/d showed a significant upregulation (2- and 2.8-fold, respectively) after only 2 hrs with CHX treatment without SB (Figure 2B). Furthermore, levels of both pri-miRNAs decreased after 4 and 6 hrs, in correlation with the decrease in p-Smad2 levels at these time points (Figure 2A and 2B). In the control CHX+SB experiment, neither pri-miR-341∼3072 nor -181c/d changed significantly in expression levels (Figure 2B). The remaining pri-miRNAs did not increase in response to p-Smad2/3 induction, with one pri-miRNA (pri-miR-130a) responding to CHX (Figure 2B). Together, these findings suggest that pri-miRs-341∼3072 and -181c/d are direct targets of p-Smad2/3 transcription.

**Table 2:** Pri-miRNA genes encoding the p-Smad2/3-inducible miRNAs.

miRNA	Pri-miRNA	Host gene (intronic)/intergenic
7a-5p-1	Monocistronic	Hnrnpk
7a-5p-2	Monocistronic	Intergenic
130a-3p	Monocistronic	Intergenic
25-3p	106b∼25	MCM7
†181c-5p	181c/d	Intergenic
†181d-5p	181c/d	Intergenic
185-5p	Monocistronic	RP23-47O21.5
290-5p	290∼295	Intergenic
†382-5p	341∼3072	Intergenic
744-5p	Monocistronic	Map2k4

† Directly regulated p-Smad2/3-responsive miRNAs.

### Characterization of the p-Smad2/3 Inducible pri-miRNA Genes

To gain further evidence for the direct regulation of pri-miRs-341∼3072 and -181c/d by p-Smad2/3, we investigated the promoters of these primary transcripts. At present, there is little experimental evidence available on the structure of intergenic pri-miRNA genes. One multiplexed approach has been to combine data on the presence of chromatin signatures, CpG islands, ESTs and species comparisons, to predict transcriptional start sites (TSS) to a high degree of probability [28]. Using these data, we made predictions for the gene structures of pri-miRs-181c/d and -341∼3072 (Figure 3A and 3B, respectively).

**Figure 3:**
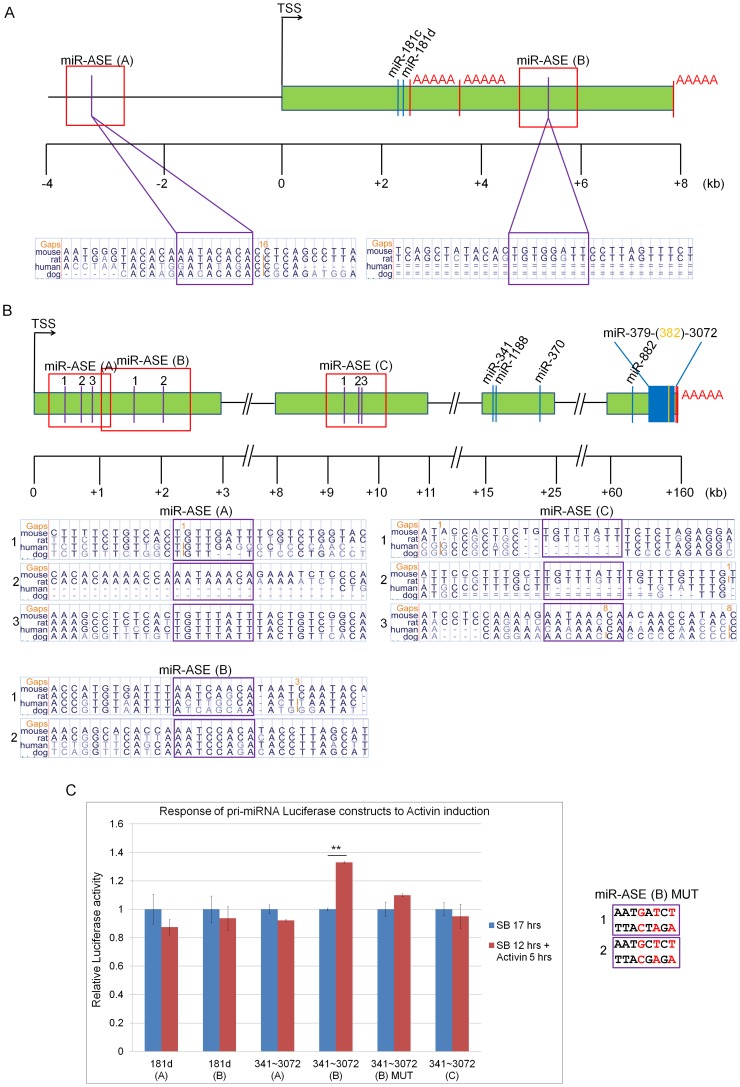
Predicted gene structure of pri-miRs-181c/d and -341∼3072 and validation of FoxH1 binding sites. (**A, B**) Schematic representations of the predicted gene structures of pri-miR-181c/d (**A**) and pri-miR-341∼3072 (**B**). The putative FoxH1 binding sites (Asymmetric Enhancer Elements, ASE) are indicated in purple. Sequence and species conservation of the ASE, in purple boxes, are shown below the respective gene maps. Positions of miRNAs are indicated with blue lines and in yellow for miR-382 (**B**). ‘AAAA’ in red denotes the predicted poly(A) tails. A red box highlights sequence fragments used for each pri-miRNA expression luciferase construct. TSS – transcriptional start site. (**C**) Candidate putative miR-ASE sites were tested by luciferase assay in ES cells treated with SB-431542 (SB) for 12 hrs followed by Activin for 5 hrs or with a further SB treatment of 5 hrs (SB 17 hrs). The nucleotides mutated to generate the miR-ASE(B)MUT construct are presented in the panel to the right of the graph. Student’s t-test was used for the statistical analysis (**p<0.01). Assays were performed in 3 biological replicates measured in quadruplicate (n = 3). Error bars show ±SEM.

FoxH1 is a critical co-regulator of p-Smad2/3-dependent target gene activation, and is expressed at high levels throughout early mouse embryogenesis and ES cells [13], [15]. To investigate whether there are putative FoxH1 binding sites (here termed Asymmetric Enhancer Elements, ASE [57]) present in the predicted regulatory regions of pri-miRs-181c/d and -341∼3072, we used the Fuzznuc algorithm to search for the presence of ASE 10 kb upstream and downstream of their predicted TSS. Within this region, we found two ASE for pri-miR-181c/d and eight for pri-miR-341∼3072. The relative position of these ASE, and their species conservation, is presented in Figure 3A and 3B. We also found an abundance of putative Smad Binding Elements (SBE) in close vicinity of these ASE, supporting a Smad-dependent regulation from these ASE. Therefore, we hypothesized that these pri-miRNAs are regulated in a FoxH1-dependent manner. To test this, we analyzed the functionality of these putative ASE sites by generating luciferase reporter constructs in which the enhancer region upstream of the SV40 promoter in the pGL3 mammalian expression vector was replaced with 1–1.5 kb fragments containing single or multiple ASE of pri-miRs-341∼3072 and -181c/d, and tested each group in the luciferase assay (Figure 3C).

Each miR-ASE luciferase construct was transfected into ES cells and treated with SB for 12 hrs to inhibit endogenous signaling. Cells were subsequently treated with Activin for 5 hrs to activate the pathway or with SB as negative control for an additional 5 hrs. We observed a significant upregulation in luciferase activity (1.33-fold; P<0.01) following Activin treatment for miR-ASE(B) of pri-miR-341∼3072 (Figure 3C), indicating that this ASE cluster may be important in the transcriptional regulation of pri-miR-341∼3072. To validate this responsiveness, both ASE sites within this region were mutated (miR-ASE(B)MUT) and tested in luciferase assays. The miR-ASE(B)MUT construct did not elicit any response to Activin treatment (Figure 3C), confirming that this site is a functional ASE. These results suggest that pri-miR-341∼3072 is a direct target of p-Smad2/3 co-regulated by FoxH1.

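On GRCm38 the hairpins of the listed miRNAs of Table S2 lie on the + strand of chromosome 12 between 109611500 and 109747960, a stretch of 136461 bases. The hairpin of miR-341 stands first, from 109611500 to 109611595, and those of miR-382 and miR-485 start at 109733771 and 109734902. The annotation places 5 of the listed miRNAs within the gene Rian and 26 within Mirg. Summed over the cluster, the levels were 25459 rpm at 0 hr, 12711 rpm at 16 hrs SB and 21902 rpm at 16+12 hrs. The most abundant member was miR-543-3p with 7038 rpm at 0 hr, 2152 rpm at 16 hrs SB and 5137 rpm at 16+12 hrs. It met the criteria and the abundance minimum together with miR-323-3p, miR-341-3p, miR-382-3p, miR-382-5p, miR-485-3p, miR-485-5p and miR-541-5p. Each of them had at least 3204 reads in every library, and the calls of miR-341-3p and miR-382-3p depended on the scaling. With the libraries scaled to their miRNA reads, by the median of ratios or by TMM, 6 of the 8 met the criteria and the minimum, and under quantile normalization 7 did. An abundance minimum of 2000 left 3 of them and a fold threshold of 2 left 4.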

The putative pri-miR-341∼3072 gene encodes 83 mature miRNAs, of which 8 were among the group of 28 miRNAs with a significant p-Smad2/3 activation profile and high level of expression (Table S2). Moreover, another 26 miRNAs derived from pri-miR-341∼3072 also showed a significant p-Smad2/3 activation profile by deep-sequencing (Table S2). 

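The 26 further miRNAs were less abundant, with a median of 22.4 rpm at 0 hr (2.92 to 466), 13.8 rpm at 16 hrs SB (1.14 to 344) and 33.2 rpm at 16+12 hrs (2.63 to 512). In the 16 hrs SB library 11 of them had under 100 reads, and the lowest had 13. Their median log2 ratio was −0.82 for 16 hrs SB over 0 hr, from −1.77 for miR-758-5p to −0.39 for miR-369-3p. For 16+12 hrs over 16 hrs SB it was 0.98, from 0.41 for miR-369-3p to 2.09 for miR-1188-5p, which had 28 reads at 16 hrs SB. The rise of miR-369-3p turned into −0.063 with the libraries scaled to their miRNA reads. Over all listed miRNAs of the cluster, 51 were lower at 16 hrs SB by the criteria and 1 was higher, while 40 were higher at 16+12 hrs and 8 were lower. None of the 72 listed had the opposite profile.

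**Figure D2:**
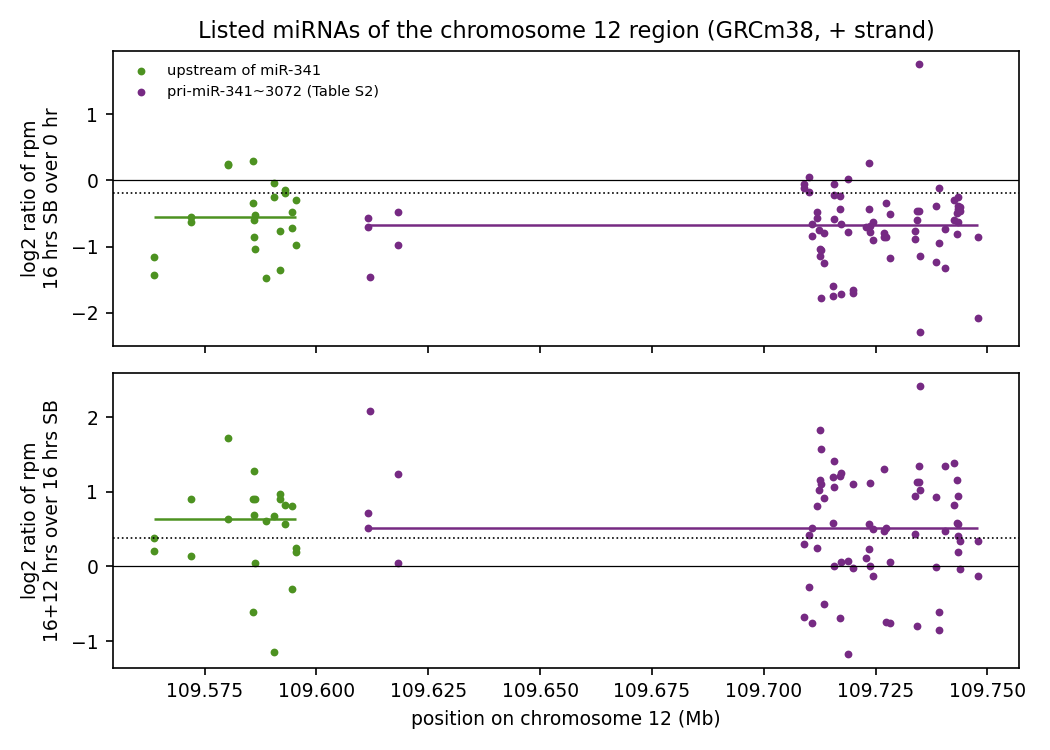
Listed miRNAs of the chromosome 12 region by position on GRCm38 in units of 1000000 bases, with log2 ratios of rpm for 16 hrs SB over 0 hr (top) and 16+12 hrs over 16 hrs SB (bottom). Purple points are the cluster, green points the 23 miRNAs within 50000 bases upstream of miR-341, solid lines their medians and dotted lines the medians of all listed miRNAs. Under the authors' normalization the cluster median is −0.67 in the top panel and 0.52 in the bottom panel, and neither changes direction under the scalings tried.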

Interestingly, no expression was detected for 11 of the 83 miRNAs in the cluster, suggesting that it is regulated post-transcriptionally, i.e. these miRNAs are inefficiently processed or display a low stability in ES cells.

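The 11 mature miRNAs without values are miR-299b-3p, miR-299b-5p, miR-376c-5p, miR-453, miR-544-3p, miR-544-5p, miR-654-3p, miR-654-5p, miR-679-3p, miR-1188-3p and miR-1197-5p. Because the files list only miRNAs with 10 or more reads over the libraries, these could have had reads below that minimum. They come from 8 hairpins. For 4 of these hairpins (those of miR-299b, miR-453, miR-544 and miR-654) neither arm was listed. In the other 4 the opposite arm was listed, with between 24 and 2024 reads summed over the libraries. The 72 listed miRNAs of the cluster had a median sum of 508 reads, and 23 of them had under 100 reads in each library.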

### The p-Smad2/3-responsive miRNAs are Expressed in Early Mouse Embryos

As TGF-β/Nodal signaling plays an essential role in the development of the early mouse embryo, we addressed the *in vivo* relevance of the miRNA targets by first examining the expression of p-Smad2/3-induced miRNAs at embryonic day 6 (E6.5). At this stage Nodal is expressed highly and its function is essential. Total RNA was extracted from these embryos and mature miRNA levels were analyzed by qPCR (Figure 4A). All p-Smad2/3-responsive miRNAs were expressed. Interestingly, miRs-181c-5p and -181d-5p, which are derived from a common primary transcript, showed a considerable difference in expression levels (miR-181d-5p 40-fold higher than -181c-5p), suggesting that differential post-transcriptional processing or stability regulates the levels of one miRNA over the other.

**Figure 4:**
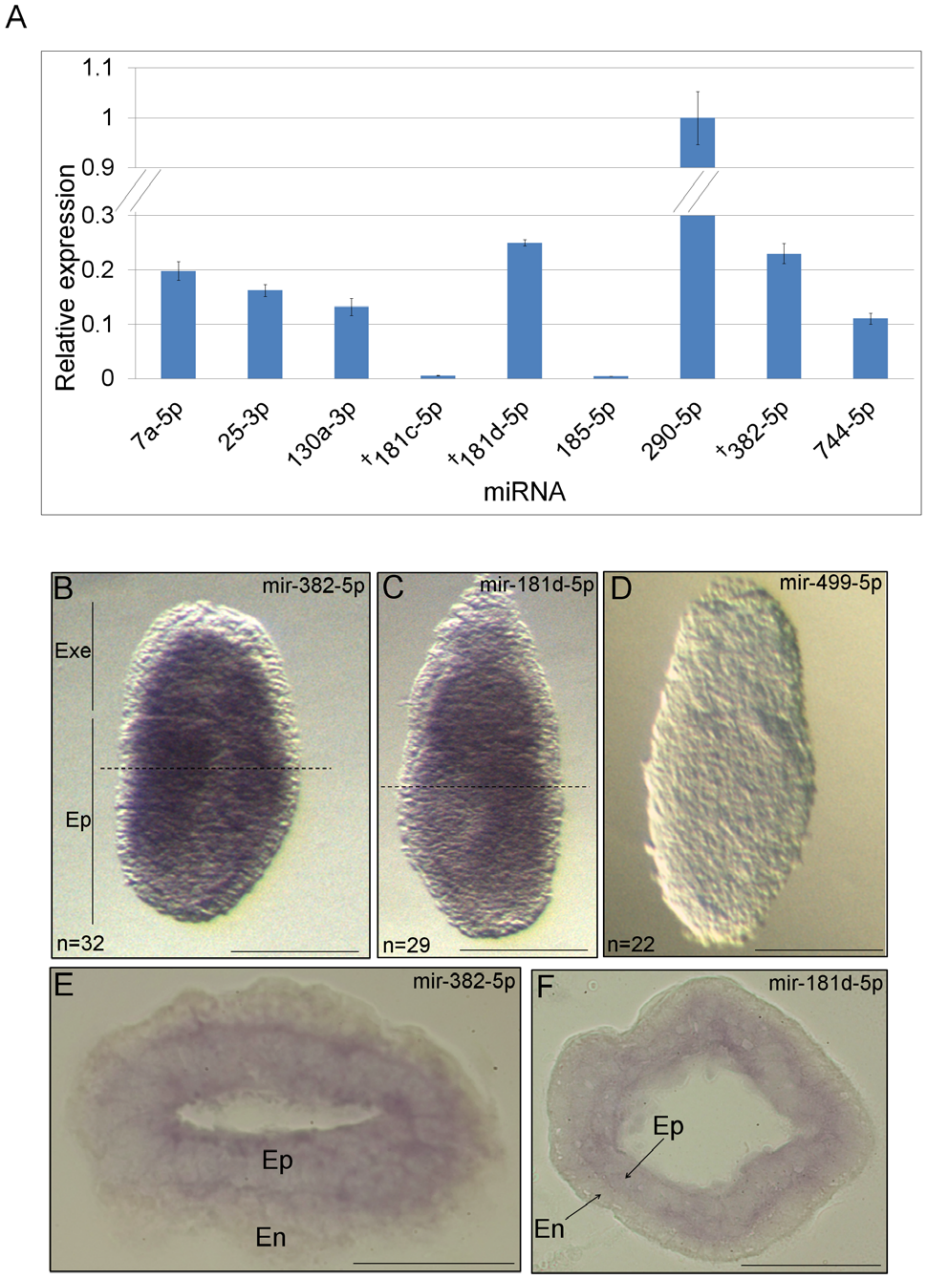
Expression of p-Smad2/3 inducible miRNAs in the early embryo. (**A**) qPCR was performed on RNA from pooled mouse E6.5 embryos to detect the relative expression levels of the p-Smad2/3 inducible miRNAs. Error bars show ±SEM of triplicate assays. ‘^†^’ denotes the direct p-Smad2/3 target miRNAs. (**B–F**) *In situ* hybridizations were performed on E6.5 embryos using Locked Nucleic Acid modified oligonucleotides against miRs-382-5p (**B, E**), -181d-5p (**C, F**) and -499-5p (negative control) (**D**). Images are representative of 32 embryos for -382-5p, 29 for -181d-5p, and 22 for -499-5p as indicated in the images (n). Dotted lines in (**B, C**) indicate positions of sections presented in (**E, F**), respectively. Scale bars for whole mounts indicate 100 µm (**B, C, D**), and for sections 50 µm (**E, F**). Extra-embryonic (Exe), epiblast (Ep) and endoderm (En).

We next investigated the expression pattern of the direct p-Smad2/3 miRNA targets, miRs-181d-5p and -382-5p. For this we performed Locked Nucleic Acid oligonucleotide *in situ* hybridization (ISH) on E6.5 embryos. The ISH demonstrated ubiquitous expression of both miRNAs throughout the epiblast and extraembryonic regions of the embryo (Figure 4B, 4C, 4E and 4F), while no signal was detected for the negative control miR-499-5p (Figure 4D), which is not expressed at this stage of development, confirming the specificity of staining. Nodal is expressed throughout the epiblast and the visceral endoderm in E6 embryos and retracts to the posterior epiblast during gastrulation at E7.5 of development [55]. Broad initial activation of miRNAs by Nodal and relatively high miRNA stability is consistent with the wide expression of these miRNAs in E6.5 stage embryos.

To determine whether the p-Smad2/3 induced miRNAs expressed in the early embryo (Figure 4A) were also responsive to p-Smad2/3 levels, E6.5 embryos were treated with SB or control DMSO (SB solvent) and total RNA and protein were extracted. Treatment with 20 µM SB for 3.5 hrs resulted in a 2-fold reduction in p-Smad2 protein levels compared to control DMSO-treated embryos (Figure 5A). After confirming that p-Smad2 levels in the embryo were responsive to SB treatment, we performed qPCR analysis with the RNA extracted from embryos treated for 5 hrs with SB and DMSO (Figure 5B). The Nodal gene, which is a direct target of its own signaling and p-Smad2/3, was downregulated by 3-fold in response to SB, confirming that this treatment was effective. On the contrary, pri-miR-29a, which according to the deep-sequencing data is non-responsive to p-Smad2/3 activation, remained unchanged, confirming that the response was specific to p-Smad2/3 regulated pri-miRNA. Both pri-miRs-341∼3072 and -181c/d were downregulated with SB indicating that, like in ES cells, they are also upregulated by p-Smad2/3 in the early mouse embryo (Figure 5B). Interestingly, pri-miRs-185 and -744 showed increased expression with SB treatment suggesting that they are repressed by Nodal in the embryo. Collectively, our results demonstrate that the majority of pri-miRNAs induced in ES cells are expressed and upregulated by p-Smad2/3 also in the early mouse embryo.

**Figure 5:**
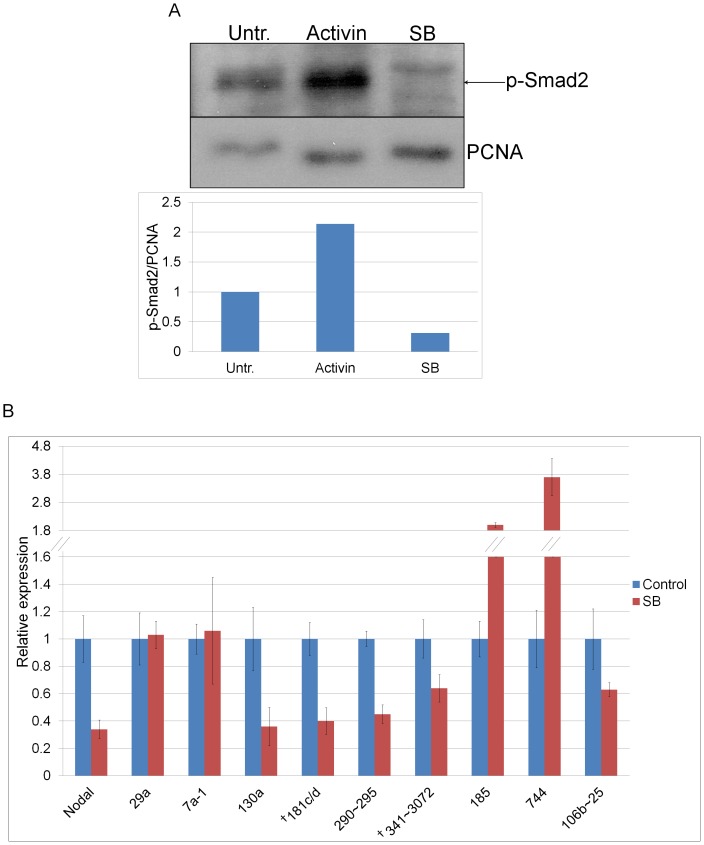
p-Smad2/3 inducible miRNAs respond to changes in p-Smad2/3 signaling in the early embryo. (**A**) Western blot analysis of p-Smad2 and PCNA (loading control) levels in pooled E6.5 embryos untreated (Untr.) or treated with Activin or SB-431542 (SB) for 3.5 hrs. The graph presents p-Smad2 levels normalized to corresponding PCNA levels. (**B**) qPCR analysis of p-Smad2/3 inducible pri-miRNAs on RNA isolated from pooled E6.5 embryos treated with SB or 0.1% DMSO (SB solvent, Control) for 5 hrs. The relative expression was calculated by normalizing to *Gapdh* for Nodal and to pri-miR-17 (non-Smad2/3 responsive control) for the pri-miRNAs. Pri-miR-7a-2 was not detected. Error bars show ±SEM of triplicate assays. ^†^Denotes direct p-Smad2/3 target miRNAs.

### Identification of Putative Target Genes of the p-Smad2/3-induced miRNAs in ES Cells

To investigate the hypothesis that p-Smad2/3 activate miRNAs that repress downstream gene expression, Affymetrix microarray data on p-Smad2/3 downregulated genes in the TAG1 ES cells was re-analyzed (ArrayExpress, accession E-TABM-574) [17]. In these experiments TGF-β signaling was manipulated over similar time periods with SB and Dox in two independent time-course experiments. In the first analysis, cells were pre-treated with SB overnight (0 hr) to switch-off signaling, treated with Dox for 15 hrs to reach peak p-Smad2/3 activation (time point 15 hrs) and subsequently with SB for 6 hrs to repress p-Smad2/3 (time point 21 hrs) (Figure 6A). Genes showing a reduction in their expression (>1.2-fold) with Dox at 15 hrs compared to 0 hr, and genes showing an increase (>1.2-fold) after SB treatment (21 hrs vs. 15 hrs) were considered as target genes repressed by p-Smad2/3 (Figure 6A). We also analyzed gene expression levels in a second time-course experiment to test the reproducibility of these findings (Figure 6B). In this experiment, cells were also pre-treated with SB overnight (0 hr), but followed by a 12 hr Dox treatment and subsequently SB for 9 hrs. A 1.2-fold cut-off was also used to determine whether the same genes showed a reduction in expression after 12 hrs (12 hrs vs. 0 hr) and an induction after 9 hr SB treatment (21 hrs vs. 12 hrs) (Figure 6B). The 11 genes we identified followed the same trend and showed a >1.2-fold change in expression in response to the Dox and SB treatments in both experiments, demonstrating that our findings are reproducible. The expression levels of these genes changed inversely to p-Smad2/3 and to the induced miRNAs, suggesting that they are candidate targets of the induced miRNAs. Information on the 11 identified downregulated target genes is summarized in Table S3. Utilizing two of the most prominent miRNA target prediction algorithms, Diana microT [58] and microCosm [59], [60], we searched *in silico* for the presence of binding sites within the p-Smad2/3 downregulated genes. Six of these contained potential binding sites for at least one of the directly induced p-Smad2/3-responsive miRNAs (Table 3). This analysis supports the hypothesis that the p-Smad2/3 directly induced miRNAs are involved in the downstream repression of genes by this pathway.

**Figure 6:**
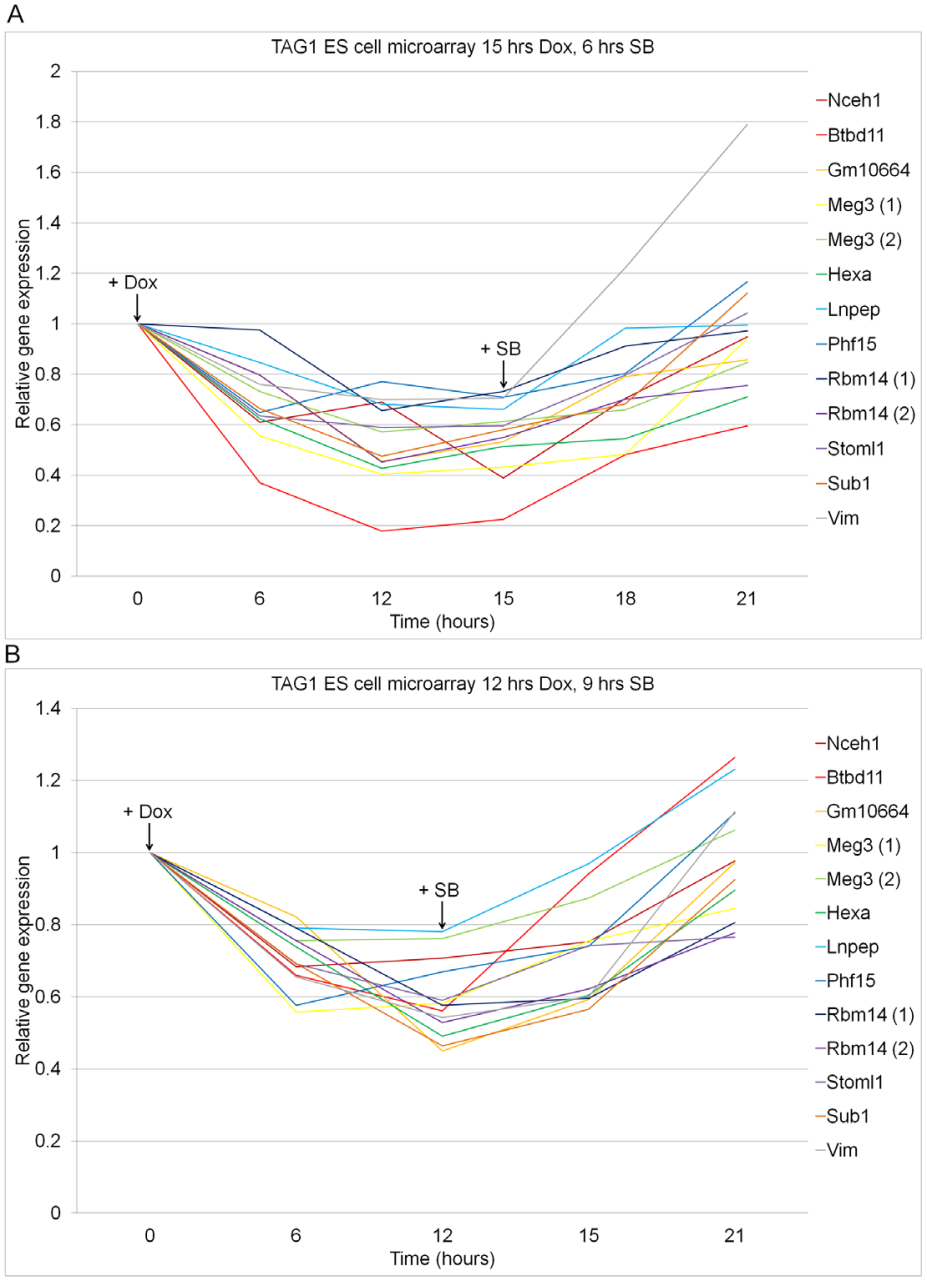
Expression profile of negatively regulated p-Smad2/3 target genes in TAG1 ES cells. Analysis of Affymetrix expression microarray on RNA extracted from TAG1 ES cells either pre-treated for 6 hrs with SB-431542 (SB) followed by 15 hrs with doxycycline (Dox), and 6 hrs with SB (**A**) or pre-treated for 6 hrs with SB followed by 12 hrs with Dox, and 9 hrs with SB (**B**). Genes with >1.2-fold decrease in expression after 15 hrs Dox treatment (15 hrs vs. 0 hr) and >1.2-fold increase after 6 hrs SB treatment (21 hrs vs. 15 hrs) (**A**) and after 12 hrs Dox (12 hrs vs. 0 hr) and 9 hrs SB treatment (21 hrs vs. 12 hrs) (**B**) are presented in the graph. All time points were normalized to the 0 hr non-induced control. Several genes were measured by multiple probe sets as indicated.xl.

**Table 3:** miRNA target predictions for negatively regulated p-Smad2/3 target genes.

Gene symbol	Predicted miRNA target sites (algorithm)	
	microCosm	Diana microT
Btbd11	–	–
Gm10664	382-3p, 377-3p	–
Hexa	–	–
Lnpep	–	–
Meg3	–	–
Nceh1	–	181c-5p
Phf15	–	181d-5p, 181c-5p, 381-3p
Rbm14	–	–
Stoml1	341-3p	–
Sub1	–	323-3p
Vim	382-5p (x2), 376a-3p	–

– No predicted miRNA target sites.

## Discussion

Although miRNAs are emerging as key post-transcriptional modulators of gene expression, and like other genes they exhibit spatial and temporal regulation, little is known about the transcription factors and pathways that control their expression [26], [27], [28]. Here we performed RNA deep-sequencing in mouse ES cells and generated a database of TGF-β/Smad2/3 regulated miRNAs (both up- and down-). 

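With both directions turned round, 67 miRNAs (9.67% of those listed) were higher at 16 hrs SB than at 0 hr and lower again at 16+12 hrs. Their median log2 ratio was 1.05 for 16 hrs SB over 0 hr and −1.34 for 16+12 hrs over 16 hrs SB. Together they held 8.80% of the miRNA reads at 0 hr, 20.4% at 16 hrs SB and 6.96% at 16+12 hrs. The most abundant were let-7f-5p, miR-292-3p, miR-294-3p, let-7a-5p and miR-29a-3p. Of a list of miRNAs known from fibroblasts, 8 of the 15 whose values had not been looked at before had the opposite profile. let-7f-5p and let-7a-5p were among these 8, and all 9 fibroblast miRNAs looked at before had the profile too. Of a list of 9 miRNAs known from ES cells, 3 had the opposite profile, miR-292-3p and miR-294-3p among them. let-7f-5p had 5185 rpm at 0 hr, 11217 rpm at 16 hrs SB and 5331 rpm at 16+12 hrs. Simulated libraries with equal shares gave a median of 1 such miRNA and a maximum of 7. With deviations dealt at random the median was 51 (39.0 to 62). The number rose to 117 with the libraries scaled to their miRNA reads, and 49 of the 67 had the opposite profile under every scaling.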

We identified members that are directly upregulated by p-Smad2/3 and confirmed their *in vivo* relevance by showing that their expression in the early embryo depends on Smad2/3 activation.

In an earlier study, we developed an inducible (Tet-On) system in mouse ES cells (TAG1) to manipulate the levels of activated Smad2/3, transducers of TGF-β/Activin/Nodal signaling. We used it to perform time-course experiments and expression profiling with microarrays to generate a database of p-Smad2/3 responsive genes over time [17]. This database includes a number of p-Smad2/3 repressed genes. The repressive function of p-Smads on target genes is not well understood and it remained unknown whether this can be mediated by the activation of miRNAs. In this paper, we utilized the same inducible mouse ES cells and RNA deep-sequencing to identify immediate early responsive miRNAs downstream of TGF-β/Smad2/3 signaling. Analysis of pri-miRNA levels in response to p-Smad2/3 induction and in the absence of protein synthesis (cycloheximide treatment), demonstrated that pri-miRs-181c/d and -341∼3072 are direct p-Smad2/3 targets. Furthermore, promoter/enhancer luciferase reporter experiments revealed that pri-miR-341∼3072 is co-regulated by FoxH1, a Smad2/3 transcription factor partner. Bioinformatic analysis revealed the presence of putative binding sites of the above miRNAs within the p-Smad2/3 downregulated genes, supporting the hypothesis that the repression of gene expression downstream of TGF-β signaling is mediated by the direct activation of miRNAs. This is a translation-independent mechanism, and therefore fast acting and efficient, as the Smad effectors can transcribe several miRNAs in clusters that together target the same genes, to repress downstream gene expression.

The major reason for using the TAG1 cell line to identify p-Smad2/3 responsive miRNAs is that p-Smad2/3 stimulation occurs via the tet-induction of the constitutive receptor Alk4*. This bypasses the extracellular negative feedback mechanisms activated directly and immediately by p-Smad2/3 allowing high signaling responses to be maintained over a long period of time. Furthermore, we evaluated and compared the p-Smad2/3 induced miRNAs under Alk4* induction with that of “untreated” TAG1 ES cells cultured in high serum (20%). These latter conditions contain high levels of ligands, including TGF-β, secreted by the ES cells, and exhibit physiological activation of signaling, shown by the presence of high levels of p-Smad2 (Figure 1A). The majority of the p-Smad2/3 responsive miRNAs we identified were present in both conditions and showed higher responses under constitutive Alk4* induction compared to the physiological activation in the untreated cells (Figure 1B and 1C). These data confirm that the constitutive Alk4* activation conditions boost the p-Smad2/3 transcriptional responses over the 12 hour period. Furthermore, the above findings show that the response of miRNAs downstream of p-Smad2/3 is reproducible under physiological and Alk4* induced conditions.

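In the sequencing, 106 of the 145 miRNAs with the p-Smad2/3 activation profile (73.1%) had a higher level at 16+12 hrs than at 0 hr, with a median log2 ratio of 0.27. By the same fold change and Z-score, 61 were higher and 15 were lower. Of the abundant ones, 21 of 28 (75.0%) were higher at 16+12 hrs, and of those in Figure 1B, 11 of 12. The median log2 ratio of 16+12 hrs over 0 hr across all listed miRNAs was 0.19. With the libraries scaled to their miRNA reads, 53 of the 79 miRNAs then meeting the criteria were higher at 16+12 hrs, and among the abundant ones 9 of 19 were, which is fewer than were lower.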

We identified a total of nine miRNAs (miR-181d-5p, -7a-5p, -181c-5p, -290-5p, -744-5p, -382-5p, -185-5p, -130a-3p and -25-3p) that were upregulated in response to p-Smad2/3 induction. miR-181 family members and miR-382 have been previously reported to respond to TGF-β/Activin treatment in different cells and tissues [46], [61], [62], [63]. Specifically, miR-181b was activated in response to TGF-β signaling in hepatocellular carcinoma cells, and siRNA knockdown of Smad4 resulted in a decrease in mature miR-181b levels [63]. In addition, miRs-181a/b are activated in response to TGF-β signaling in breast cancer cells [46]. However, in this study siRNA knockdown of Smad4 actually increases mature levels of miR-181 family members, consistent with a Smad4-independent role for Smad effectors, as demonstrated by previous studies [44], [45], [46]. This suggests distinct commitments of Smad2/3 in either the transcriptional (Smad4-dependent) or post-transcriptional (Smad4-independent) regulation of miR-181 family members.

Interestingly, several studies have demonstrated the deregulation of the miR-181 family [64], [65], [66], [67], [68], [69], [70] and members of the pri-miR-341∼3072 cluster [71], [72], [73], [74], [75], [76], [77], [78], [79], in various forms of cancer. Specifically, miR-181 family members (including miR-181c) were found to be upregulated in hepatocarcinoma stem cells [64] and are misexpressed in different forms of leukemia [68], [69], [70]. Furthermore, for example, miR-382 is overexpressed in multiple myeloma disease [71], while miR-485 is downregulated in ovarian cancer [75]. As deregulation of the TGF-β pathway underlies tumor suppression in normal epithelia tissue and TGF-β activation within tumors promotes epithelial-to-mesenchymal transition (EMT) and metastasis, the identification by our studies that these miRNAs are direct targets of the TGF-β pathway provides a previously unknown link suggesting that they are downstream mediators of this pathway in carcinogenesis and cancer progression. Furthermore, miR-382 has already been shown to be a crucial target of TGF-β in EMT of human renal epithelial cells [62], supporting the hypothesis that the identified direct miRNA targets of TGF-β mediate the pathway’s function.

Our findings that pri-miR-341∼3072 was upregulated after 2 hrs of signal activation in the absence of protein synthesis (Figure 2B), that changes in its transcript levels mirrored changes in p-Smad2 levels (Figure 2A and 2B), along with the promoter/enhancer analysis (luciferase reporter studies) and the identification of Smad2/3 enhancers for pri-miR-341∼3072 (Figure 3C), demonstrate that this gene is directly upregulated by p-Smad2/3 in ES cells. However, in the absence of protein synthesis, six miRNAs (miRs-7a-1, -290-5p, -744, -185, -130a and -25-3p) do not show an increase in their primary transcript levels during Smad2/3 activation, suggesting that miRNA upregulation occurs either via a post-transcriptional mechanism or indirectly via transcription factors activated by p-Smad2/3. It is also possible that we did not identify all of the direct p-Smad2/3 miRNA targets in these experiments. The reason for this is that, in the absence of protein synthesis, the peak of Smad2/3 activation is short (2 hrs; Figure 2A) and the proteins involved in the basic transcription machinery of the cell are unstable and decline fast. Therefore, only rapidly induced and stable pri-miRNA transcripts can be detected during this time. This may have prevented some of the pri-miRNA transcripts to accumulate at detectable levels and become validated as directly induced targets. Nevertheless, pri-miR-341∼3072 is a novel pri-miRNA encoding 83 miRNAs, of which 34 follow the p-Smad2/3 activation profile. These 34 miRNAs represent 23% of the 145 miRNAs that were identified by deep-sequencing to be Smad2/3 responsive, indicating that pri-miR-341∼3072 is a key miRNA target of TGF-β signaling.

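The profile was met by 47.2% of the listed miRNAs of the cluster (34 of 72) and by 17.9% of the listed miRNAs outside it (111 of 621). The cluster's share of the miRNAs with the profile was 23.4% (16.8 to 31.2, Clopper-Pearson), against 10.4% of all listed miRNAs. Members of 1 transcript are not independent, so the interval is too narrow for an inference. Among 10000 random lists of 72 listed miRNAs matched on level, the middle 95% held between 12 and 25 miRNAs with the profile. These lists were drawn from single miRNAs and do not carry the dependence within a transcript either. The cluster's median log2 ratio of 16 hrs SB over 0 hr was −0.67, below every random list (middle 95%, −0.45 to −0.05), and it was below them all under each of the other scalings. Its median for 16+12 hrs over 16 hrs SB was 0.52, which stood at percentile 81.5 of the random lists (0.16 to 0.63), and it was 0.047 with the libraries scaled to their miRNA reads. The cluster held 8.99% of the miRNA reads at 0 hr, 5.27% at 16 hrs SB and 6.56% at 16+12 hrs. The count of cluster miRNAs with the profile was 17 under that scaling. Of the 34, 20 (58.8%) were higher at 16+12 hrs than at 0 hr.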

FoxH1 is a critical co-factor of p-Smad2/3-dependent target gene activation during early mouse development [80]. Bioinformatic analysis of our two directly regulated pri-miRNA genes predicted the presence of multiple FoxH1-binding sites (ASE) within close proximity of their TSS (Figure 3A and 3B). Promoter/enhancer analysis with luciferase reporter assays, showed that pri-miR-341∼3072 is regulated by an ASE cluster downstream of its predicted transcription start site (Figure 3C) suggesting that this cluster is co-regulated by p-Smad2/3-FoxH1 during early development. The 1.33-fold induction of pri-miR-341∼3072 miR-ASE(B) by Activin treatment in the luciferase experiments (Figure 3C) was modest compared to other reporter constructs that contain multiple copies of regulatory elements (e.g. CAGA-luciferase). However, this induction is physiological and significant as the construct is minimal, i.e. it contains only one pair of ASE consensus sequences and is devoid of the rest of the promoter and additional copies of this enhancer. It is known that ASE sequences function in pairs and the majority of Smad2/3-FoxH1 target genes usually contain multiple ASE [80]. This appears to be true for the pri-miR-341∼3072 ASE (Figure 3B) suggesting that the modest luciferase activation might be due to the fact they were tested in isolation. It is also possible that there are additional ASE in more distal regions that we have not examined. These findings, however, provide further evidence that pri-miR-341∼3072 is directly activated in response to p-Smad2/3 induction in mouse ES cells and during early embryonic development, as FoxH1 is essential in mediating Smad2/3 transcription downstream of Nodal, an essential TGF-β ligand at early stages (e.g. E6.5) of mouse development [13], [14].

We further investigated whether the miRNAs we identified are also induced by p-Smad2/3 in E6.5 mouse embryos, as many of the genetic differentiation pathways that are regulated by Nodal at this stage of development are also activated in ES cells [17], [55]. The expression of miRs-382-5p and -181d-5p in E6.5 embryos, along with the fact that their primary transcripts were downregulated in response to SB inhibitor treatment at this stage, confirmed that both pri-miRNAs are also regulated by the Nodal-Smad2/3 pathway during development. As ES cells derive from the inner cell mass of the blastocyst, it would be interesting in future experiments to investigate the role of Nodal signaling and that of the Nodal induced miRNAs identified here, in pre-implantation development.

During the preparation of this manuscript, Fu and colleagues published a study which identified miRNAs activated after 3- and 5-day treatment of mouse ES cells with Activin and Wnt3a [61]. In these experiments, miR-181c remained upregulated by >2-fold after Activin treatment, suggesting that not only is its induction under the control of p-Smad2/3 but also its maintenance. Furthermore, the over-expression of a pool of six miRNAs, including miR-181c, promoted the differentiation of ES cells into the endoderm lineage suggesting that this miRNA is a candidate involved in the well known function of Nodal to induce endoderm. Future studies would address the role for miR-181d, derived from the same primary transcript as miR-181c, *in vivo.*

In order to identify candidate downstream target genes of the directly p-Smad2/3-induced miRNAs, we utilized microarray data from previous experiments [17] in which TAG1 ES cells were manipulated to induce or inhibit p-Smad2/3 levels. We identified a group of 11 genes, which were repressed upon p-Smad2/3 induction and upregulated in response to p-Smad2/3 repression over equivalent time periods in a reproducible manner in two time-course experiments (Figure 6). We therefore hypothesized that these genes might be repressed by the p-Smad2/3-responsive miRNAs as they show an opposite response to changes in p-Smad2/3 levels to that of the miRNAs. Analysis of these candidate target genes using miRNA target prediction algorithms revealed that 6 out of the 11 genes contained predicted miRNA binding sites, with 3 of these 6 genes containing more than one predicted site. The absence of any predicted target sites in the other genes may be as a result of inaccuracies in the target prediction software, as the rules governing miRNA-target site interaction are still poorly understood, or alternatively, they may be regulated by a miRNA independent mechanism. In addition, this list of candidate miRNA targets is not exhaustive as miRNAs can function by translational inhibition [20], [25]; such miRNA targets may only be revealed by analyzing protein levels. Interestingly, there were 8 predicted binding sites for miRNAs derived from the pri-miR-341∼3072 gene cluster, suggesting that this cluster may play an important role in controlling gene repression downstream of Smad2/3 signaling activation. The majority of the 11 p-Smad2/3 downregulated genes we identified here have not been previously linked with TGF-β/Smad2/3 signaling, with the exception of *Vim,* which is regulated by the TGF-β pathway during the EMT transition of many cell types [6], [7], including pancreatic [81] and gastric [82] cancer. However, here we reveal the possible involvement of miRNAs in the downregulation of immediate early targets by TGF-β/Smad2/3 signaling, providing a novel mechanism employed by the pathway to silence genes in ES cells and possibly in an early embryonic cell context.

Determining the targets of the multiple miRNAs generated from the TGF-β-activated pri-miR-341∼3072 gene by experimental validation of our predictions will harness our understanding of what are the key mediators of TGF-β pathway function in early development. As TGF-β signaling plays a major role throughout development and in adult tissue homeostasis, it is involved in congenital and adult diseases such as cancer. Understanding the role of this pathway in miRNA regulation will shed light on the mediators of its function and malfunction, and open new therapeutic approaches for cancer treatment.

## Materials and Methods

### Ethical Statement

All experiments on animals were performed under a UK Home Office Animal licence and approved by the Imperial College ethical review committee.

### Small RNA Deep-sequencing, Alignment and Data Analysis

For a description of RNA extraction for the deep-sequencing, see below. Libraries for deep-sequencing of miRNAs by Illumina were prepared from 10 µg total RNA according to the small RNA preparation protocol v1.0 from Illumina. The size of the libraries produced was confirmed by electrophoresis in an Agilent 2100 Bioanalyzer using a DNA1000 chip (both from Agilent Technologies, UK). Single-end sequencing reads of 36bp were generated from these libraries in a GAII Illumina Genome Analyzer.

The sequencing reads were trimmed from the adaptor using the FASTQ/A Clipper from the FASTX tool kit (http://hannonlab.cshl.edu/fastx_toolkit/). Only reads with a length greater than 16 bases were selected for mapping. Since the main aim of this work was to measure miRNA expression with high confidence, alignments to miRBase were made by allowing only perfect matches. Bowtie (version 0.12.7) [83] was used to align first the selected reads to the miRNA mature sequences for *Mus musculus* included in the mature.fa file from miRBase (version 18). The default parameters were used except for the following: “–seedmms 0–seedlen 60–maqerr 10 –m 2000000 –k 2000000”. Reads mapping to a unique position were assigned to the particular miRNA. Reads mapping to several positions were assigned to the miRNA with the same length whenever possible or to the miRNA with the closest length. In case that more than one miRNA fulfilled this requirement the read was then assigned to each of these miRNAs.

Reads resulting unmapped to mature forms were subsequently aligned to the miRNA precursor sequences for *Mus musculus* included in the hairpin.fa from miRBase (version 18). The parameters used were the same as described before. In order to assign the aligned reads to mature forms produced from the matching precursor, the coordinates for all mature forms derived from the 5p and the 3p arms of all miRNA precursors were determined. For this mature forms for *Mus musculus* extracted from the mature.fa file from miRBase (version 18) were mapped to the precursor sequences (*Mus musculus* haipin.fa, miRBase, version 18) using Bowtie and the same parameters described previously. These coordinates were then used to compare and assign the reads mapped to precursors to the corresponding mature form derived from these precursors. In order for a read to be assigned to a certain mature form, total or partial overlap to the specified coordinates was required. Under these conditions, reads mapping to one position were assigned to the respective mature miRNA. Since some mature forms can be produced from more than one precursor, reads mapping across all precursors were identified and assigned only once to the corresponding mature miRNA. For any remaining reads mapping to several positions in the hairpin.fa, all positions were accepted.

We only considered a miRNA to be expressed if 10 or more reads were found across all 3 samples. The total reads for each mature miRNA identified was normalized to the total reads for the respective sample and multiplied by 1×10^6^ in order to scale the values to a normal range (reads per million). In order to identify miRNAs responding to changes in p-Smad2/3 levels, we required their expression to be decreased in the 16 hr SB-431542 (SB) treated sample (16 hrs) compared to untreated (0 hr) and increased in 16 hr SB +12 hr doxycycline (Dox) (16+12 hrs) versus 16 hr treated sample. For each comparison we used the raw data to calculate Z-scores as described previously [84], [85] and assess the statistical significance of the differences detected between conditions. Also fold-changes were calculated using the normalized data. We selected miRNAs fulfilling the following criteria: (i) fold-change ≤−1.25 and Z-score ≤−1.96 (for a P≤0.05) in 16 hr compared to 0 hr; (ii) fold-change ≥1.25 and Z-score ≥1.96 (for a P≤0.05) in 16+12 hr treated cells compared to 16 hr treatment. This list of miRNAs was further narrowed to the most abundant by requiring the fulfillment of a third condition as follows: the sum of normalized reads between the pair of samples compared in the previous two criteria (16 hrs and 0 hr; 16+12 hrs and 16 hrs) is ≥1,000 in each case.

The same analysis was repeated using quantile normalization, which was very recently reported to be one of the best methods for miRNA-seq normalization [86]. 

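Quantile normalization of the rpm values gave 102 miRNAs with the p-Smad2/3 activation profile, of which 99 (68.3% of the 145) also had it under the authors' rpm. Of the 28 abundant miRNAs 23 had it under both, and miR-25-3p, miR-185-5p, miR-291a-5p, miR-341-3p and miR-363-5p did not under quantile normalization. The paper's own calls on its quantile-normalized values in Table S1 gave 104 miRNAs with the profile, all of them within the 145, and left out the same 5 abundant miRNAs. Opposite calls rose from 67 to 101 with quantile normalization. Of all calls in either direction, 68.4% had the activation profile under the authors' normalization and 50.2% under quantile normalization. This share was 40.3% with each library scaled to its miRNA reads and 78.4% with each scaled to miR-26a-5p. In all, 78 miRNAs had the activation profile under the 7 scalings alike.

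**Figure D3:**
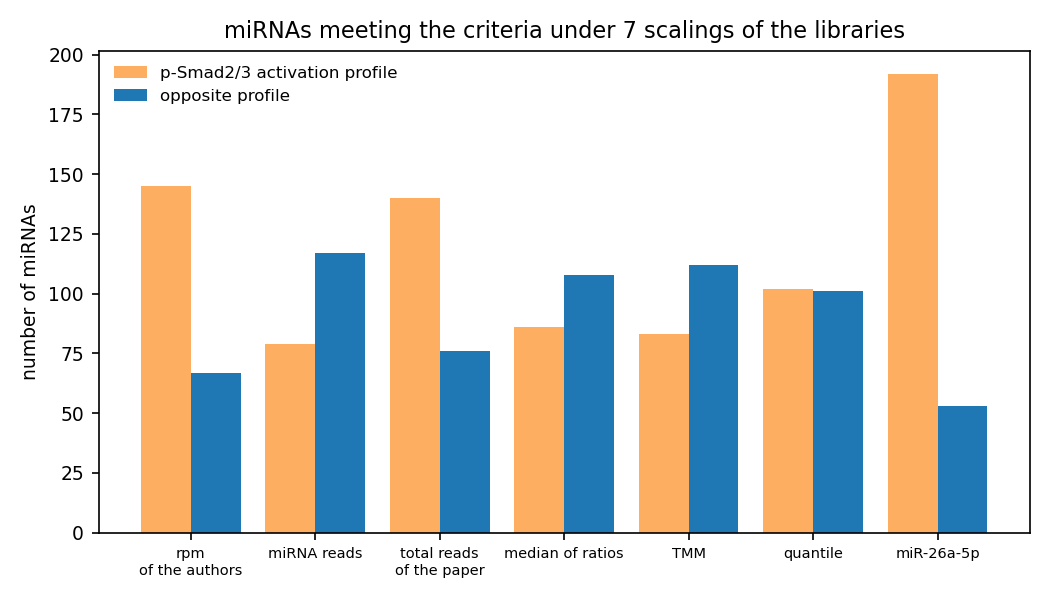
Bars give the number of miRNAs with the p-Smad2/3 activation profile (orange) and with the opposite profile (blue) under the authors' rpm and 6 other scalings of the same 3 libraries. The activation profile ranges from 79 miRNAs, with the libraries scaled to their miRNA reads, to 192, with the libraries scaled to miR-26a-5p.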

Results obtained were highly comparable to our first analysis, demonstrating the robustness of the data.

Sequencing data has been submitted to the Gene Expression Omnibus (GEO) (www.ncbi.nlm.nih.gov/geo; accession ID: GSE39994).

### RNA Extractions, RT-PCR and Real-time qPCR

For detection of mature miRNAs by deep-sequencing and real-time qPCR, total RNA was extracted with the miRVana miRNA isolation kit (Life Technologies, USA). Real-time qPCR on mature miRNAs was performed using the Taqman miRNA assay (Life Technologies). Control reactions containing no reverse transcriptase were performed to test for DNA contamination. *Gapdh* or non-Smad2/3 responsive miRNA genes were used as references for all of the qPCR reactions. The non-Smad2/3 responsive control miRNAs were initially identified by deep-sequencing and were subsequently validated by qPCR. 

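In the sequencing, miR-26a-5p had 647 rpm at 0 hr, 766 rpm at 16 hrs SB and 798 rpm at 16+12 hrs, with log2 ratios of 0.24 and 0.06. These became 0.47 and −0.41 with the libraries scaled to their miRNA reads, 0.45 and −0.33 under TMM scaling and 0.42 and −0.32 under median-of-ratios scaling, so that miR-26a-5p met the criteria for the opposite profile under the first pair of these scalings. miR-17-5p, a mature product of the pri-miR-17 transcript that served as a control in embryos, had 149, 137 and 180 rpm. Its log2 ratios of −0.12 and 0.40 turned into 0.11 and −0.070 with the libraries scaled to their miRNA reads. The more abundant arm of the same hairpin, miR-17-3p, had log2 ratios of −0.91 and 1.18 under the authors' normalization. miR-17-3p thus met the criteria for the activation profile. miR-29a-3p, a mature product of pri-miR-29a, had 1251 rpm at 0 hr, 3212 rpm at 16 hrs SB and 1206 rpm at 16+12 hrs. Its log2 ratios were 1.36 (1.33 to 1.39) and −1.41, which met the criteria for the opposite profile under every scaling.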

All qPCR reactions were performed in triplicate on a BioRad CFX96 Real-time System and data was analyzed in the BioRad CFX Manager software with the comparative C_t_ method.

For real-time qPCR assays to detect pri-miRNAs and mRNAs in ES cells, RNA was extracted using the RNeasy mini kit (Qiagen, Germany) with on-column DNase digestion. cDNA was generated with SuperScriptIII reverse transcriptase (Invitrogen, UK) and the random hexamer primer for all reactions, except for the pri-miRNA experiments in embryos for which gene-specific primers were used (Table S4). For pri-miRNA and mRNA analysis in embryos, total RNA was isolated using the miRVana miRNA isolation kit (Life Technologies, USA) as it retains all RNA fractions, allowing analysis of precursor and mature miRNA species. Real-time qPCR reactions were performed with the Sybr Green Quantitect PCR kit (Qiagen, Germany) with the following PCR cycling parameters: 94°C for 15 mins, 45 cycles of 94°C for 15s, 55°C for 30s and 72°C for 30s. Pri-miRNA primers (Table S4) were designed as described previously [87].

### Cell Culture

All ES cell lines were maintained in DMEM (Invitrogen, UK) containing 15% Foetal Bovine Serum (FBS) (Source Bioscience, UK) and Leukemia Inhibitory Factor (LIF) (homemade), 2mM L-Glutamine, 1% Penicillin-Streptomycin, 0.1nM b-Mercaptoethanol at 37°C in a 5% CO_2_ humidified incubator.

For identification of p-Smad2/3 inducible miRNAs in TAG1 and J1 (gift from Anton Wutz, Cambridge, UK) ES cells, p-Smad2/3 inhibitions and inductions were performed using 30 µM SB-431542 (SB) (Sigma, UK) [54] and 1 µg/µl doxycycline (Dox) (Clontech, UK), respectively. Control cells were maintained in media containing DMEM with 20% FBS and 2 x LIF, and SB and Dox treated cells were cultured in DMEM with 20% Knockout Serum Replacement (KSR) (Gibco, UK) and 2 x LIF. For identification of direct p-Smad2/3 targets, TAG1 ES cells were cultured in DMEM with 20% KSR and 2 x LIF. Cells were pre-treated with 60 µM SB and 1.5 µg/µl Dox for 16 hrs after which media was replaced with DMEM containing 100 µg/µl cycloheximide (CHX) (Calbiochem, UK) for 2, 4 or 6 hrs. Control non-induced cells were treated for 2 or 4 hrs with CHX and 60 µM SB.

### Western Blot

ES cells and E6.5 embryos were lysed with RIPA buffer (150mM NaCl, 50mM Tris [pH8.0], 0.5% Deoxycholate, 0.1% SDS, and 1% NP-40) containing phosphatase (Sigma, UK) and protease (Roche Applied Science, Germany) inhibitor cocktails. 30 µg protein was loaded onto each lane of the SDS-PAGE gels. For ES cell lysates, the following primary antibodies were used: rabbit p-Smad2 (1∶500) (Cell Signaling Technology, USA) and mouse PCNA (1∶5,000) (Santa Cruz Biotechnology, USA). Secondary antibodies used: HRP-conjugated anti-rabbit (1∶1,000) and anti-mouse (1∶3,000) (GE Healthcare, UK). For embryo lysates, primary antibodies used: rabbit p-Smad2 (1∶500) (Cell Signaling Technology, USA) and PCNA (1∶10,000) (Millipore, USA). Secondary antibodies used: HRP-conjugated anti-mouse (1∶10,000) (GE Healthcare, UK) and HRP conjugated anti-rabbit (1∶5,000) (Calbiochem, UK). Quantitation of protein bands was performed on scans of films using ImageJ (http://rsbweb.nih.gov/ij/).

### Embryo Culture

For inhibition of p-Smad2/3 signaling, E6.5 embryos from CD1 inter-cross litters were dissected in ice-cold PBS supplemented with 1% KSR (Gibco, UK) and incubated in NDiff N2B27 (Stem Cells Inc., USA) containing 20 µM SB-431542 (SB) (Sigma, UK), 10ng/mL Activin or 0.1% DMSO at 37°C and 5% CO_2_ in a humidified incubator. For western blot analysis, embryos were treated with Activin A (Sigma, UK) or SB for 3.5 hrs. For qPCR analysis, embryos were treated with SB for 5 hrs. Nearly 100 embryos from each treatment were pooled prior to RNA or protein extraction. For analysis of mature miRNA expression in untreated E6.5 embryos, RNA was extracted from nearly 100 embryos of the CD1 inter-cross litters and pooled before the cDNA synthesis.

### In Situ Hybridizations and Cryosectioning

Whole mount in situ hybridizations (WISH) were performed on E6.5 embryos from Hex-GFP mice litters. These mice were used in order for the orientation of the embryos to be determined by visualization of *Hex* expression in the anterior visceral endoderm [88]. WISHs were carried out with 5′-Digoxigenin labeled Locked Nucleic Acid modified oligonucleotides (Exiqon, Denmark) as described previously [89]. For cryosectioning, embryos were embedded in OCT (Cell Path, UK) and sectioned at 10 µm using a Leica CM 1950 cryostat. Sections were mounted on slides with Vectamount (Vector Laboratories, USA).

### Cloning

Pri-miRNA luciferase assay constructs were generated by PCR-amplification of 1–1.5kb regions of the pri-miRNA genes from mouse genomic DNA, containing the putative ASE sites, and insertion of the PCR products into the multiple cloning site of the pGL3-promoter vector (Promega, USA). Mutations in the putative ASE sites of the pri-miR-341∼3072 miR-ASE construct were introduced by site-directed mutagenesis in PCR. Primer sequences are shown in Table S5.

### Luciferase Assays

ES cells were weaned from feeder cells before seeding onto 96-well plates and were maintained in 20% FBS with 2×LIF. The following day, cells were incubated with a total of 200ng plasmid DNA with experimental firefly luciferase and control renilla luciferase in a 1∶80 ratio using Lipofectamine 2000 (Invitrogen, UK) for 4–6 hrs, according to the instructions of the manufacturer. After the transfection, cells were treated overnight with 60 µM SB-431542 (SB), followed by 5 hrs treatment with either 20ng/ml Activin A or 60 µM SB. Cells were assayed using the Dual-Luciferase Reporter Assay System (Promega, USA). Luciferase activity of the experimental firefly luciferase plasmids was normalized to the control renilla plasmid. The relative luciferase activity of each construct after Activin treatment was compared to that of the SB-treated control.

### Sequence Analysis

The genomic coordinates of the candidate pri-miRNA genes were obtained from predictions described by Marson and colleagues [28]. Putative poly(A) sites were identified using the dnafsminer tooI [90], searching for 4 hexamer sequences (AATAAA, ATTAAA, AGTAAA, and TATAAA) with a cutoff score of 0.6.

In order to identify potential ASE and CAGA boxes, 10kb regions up- and downstream of the predicted pri-miRNA transcriptional start sites were searched with Fuzznuc, a program of the EMBOSS-MS software [91]. Potential ASE binding sites and CAGA boxes were identified by searching for the consensus binding sequences AATMMACA (M = C or A) and AGAC, respectively, in both orientations. The species conservation of the putative ASE sites was analyzed using the UCSC genome browser [92].

### miRNA Target Prediction

For computational miRNA target site predictions, Diana microT version 3.0 (diana.cslab.ece.ntua.gr/microT) [58] and microCosm version 5 (miRBase Targets database) were used (http://www.ebi.ac.uk/enright-srv/microcosm/htdocs/targets/v5/) [59], [60].

### Gene Function Annotation

The annotated information on each gene was compiled from the Mouse Genome Database (http://www.informatics.jax.org/) [93], Entrez Gene (www.ncbi.nlm.nih.gov/gene) [94] and Gene Ontology (http://www.geneontology.org/) [95]. Synonyms for each gene are shown in parentheses in the first column. Gene Ontology information showing known or predicted functions was obtained from all three databases and references therein. Gene expression in the different tissues and at different stages was curated from cDNA source data provided by the Mouse Genome Database.

## Supporting Information

Table S1 **Identification of Smad2/3 inducible miRNAs by small RNA deep-sequencing in TAG1 ES cells.** miRNAs displaying a significant p-Smad2/3 activation profile and a high abundance, also shown in Table 1.
(XLSX) Click here for additional data file.

Table S2 **Response of the miRNAs of the putative pri-miR-341∼3072 cluster to changes in the p-Smad2/3 activation profile as detected by short RNA deep-sequencing.** ND = Not Detected.
(XLSX) Click here for additional data file.

Table S3 **Expression and functional annotation of p-Smad2/3 repressed genes.** -There is no information available in the databases.
(DOCX) Click here for additional data file.

Table S4 **Real-time RT-qPCR primer sequences.** For pri-miRNA RT-qPCR experiments in embryos, the above reverse primers were used for the reverse transcription reactions prior to amplification by qPCR.
(DOCX) Click here for additional data file.

Table S5 **Primers used for generating pri-miRNA ASE Luciferase constructs.** Pri-miR-341∼3072 ASE(B) MUT construct was generated by overlap extension PCR of 3 amplicons as indicated by primer labels. Nucleotides introduced for mutagenesis are shown underlined. The insert for the WT pri-miR-341∼3072 ASE(B) construct was amplified using pri-miR-341∼3072 ASE(B) Fwd 1 and Rev 3 primer pair.
(DOCX) Click here for additional data file.

# Supplementary material for: TGF-β/Smad2/3 Signaling Directly Regulates Several miRNAs in Mouse ES Cells and Early Embryos
**Source:** PLoS One. 2013 Jan 30;8(1):e55186. doi: 10.1371/journal.pone.0055186
**Supplement:** Table S3 — Expression and functional annotation of p-Smad2/3 repressed genes. -There is no information available in the databases.

**­­­­**

**Table S3. Expression and functional annotation of p-Smad2/3 repressed genes**

| **Gene symbol (synonyms)** | **Gene name** | **Ontology** | **Component** | **Expression** |
| --- | --- | --- | --- | --- |
| Nceh1 (Aadacl1, CPO-BP, B230106I24Rik, mKIAA1363) | Arylacetamide deacetylase-like 1 | Lipid catabolic process, metabolic processes, protein dephosphorylation, carboxylesterase activity, hydrolase activity, phosphate ion binding | Endoplasmic reticulum, membrane, integral to membrane, intracellular membrane-bounded organelle | Embryonic (nervous system, sensory organs, teeth) |
| Btbd11(6330404E16Rik) | BTB (POZ) domain containing 11 | Protein heterodimerization binding | Membrane, integral to membrane | Embryonic (nervous system, head, thymus primordium, renal and urinary system, reproductive system) |
| Gm10664 | Predicted gene 10664 | - | - | Embryonic (early embryo, extraembryonic component, alimentary system, nervous system, cardiovascular system, liver and biliary system) Post-natal (alimentary system, liver and biliary system, renal and urinary system) |
| Meg3 (Gtl2, 2900016C05Rik, 3110050O07Rik, 6330408G06Rik, D12Bwg1266e) | Maternally expressed 3 | Determination of adult life span, *in utero* embryonic development, liver development, lung alveolus development, multicellular organism growth, post-embryonic development, DNA methylation, genetic imprinting, skeletal muscle tissue development | - | Widely expressed |
| Hexa (Hex-1) | Hexosaminidase A | Adult walking behavior, cell morphogenesis involved in neuron differentiation, lipid storage, locomotory behaviour, lysosome organization, catabolic and metabolic processes, myelination, neuromuscular processes controlling balance and posture, sensory perception of sound, sexual reproduction, skeletal system development, beta-N-acetylhexosaminidase activity, catalytic activity, cation binding, hydrolase activity acting on glycosyl bonds and hydrolyzing O-glycosol compounds | Lysosome, membrane | Embryonic (widely expressed) Post-natal (nervous system) |
| Lnpep (2010309L07Rik, 4732490P18Rik, gp160, IRAP, vp165) | Leucyl/cystinyl aminopeptidase | Protein catabolic process, proteolysis, aminopeptidase activity, hydrolase activity, metal ion binding, metallopeptidase activity, peptidase activity, zinc ion binding | Membrane, perinuclear region of cytoplasm, plasma membrane, integral to membrane | Embryonic (head, skin) Post-natal (caecum, kidney, skin, intestine, spleen, testis, thymus, vagina) |
| Phf15 (Jade2, mKIAA0239, 1200017K05Rik) | PHD finger protein 15 | Histone acetylation, metal ion binding | Histone acetyltransferase complex | Embryonic (widely expressed) Post-natal (nervous system, sensory organs, head) |
| Rbm14 (1300007E16Rik, p16, PSP2) | RNA binding motif protein 14 | - | - | Embryonic (limbs, nervous system, sensory organs)  Post-natal (nervous system, sensory organs) |
| Stoml1 (1810015E19Rik, SLP-1, UNC-24, WPB72) | Stomatin-like 1 | Sterol binding | Integral to membrane, membrane | Widely expressed |
| Sub1 (P15, Pc4, Rpo2tc1) | SUB1 homolog (S. cerevisiae) | Regulation of transcription from RNA polymerase II promoter, DNA-dependent regulation of transcription, DNA binding, transcription coactivator activity, single-stranded DNA binding | Nucleolus, nucleus, transcription factor complex | Embryonic (widely expressed) Post-natal (nervous system, sensory organs) |
| Vim | Vimentin | Astrocyte development, Bergmann glial cell differentiation, intermediate filament-based process, lens fiber cell development, negative regulation of neuron projection development, protein binding, structural constituent of eye lens, structural molecule activity | Cell leading edge, cell projection, cytoplasm, cytoskeleton, intermediate filament | Widely expressed |
| -There is no information available in the databases | | | | |

# Supplementary material for: TGF-β/Smad2/3 Signaling Directly Regulates Several miRNAs in Mouse ES Cells and Early Embryos
**Source:** PLoS One. 2013 Jan 30;8(1):e55186. doi: 10.1371/journal.pone.0055186
**Supplement:** Table S4 — Real-time RT-qPCR primer sequences. For pri-miRNA RT-qPCR experiments in embryos, the above reverse primers were used for the reverse transcription reactions prior to amplification by qPCR.

**Table S4. Real-time RT-qPCR primer sequences**

| **Gene** | **Fwd primer (5’- 3’)** | **Rev primer (5’-3’)** |
| --- | --- | --- |
| Pri-mir-7a-1 | TGGCCTAGTTCTGTGTGGAA | GTCCTGTAGAGGTGGCCTGT |
| Pri-mir-7a-2 | GAGACTCTAGGGAACTGTATGAGC | AATCACTAGTCTTCCAAACGG |
| Pri-mir-17 | CAGTGAGGGCACTTGTAGCA | GACTGACCGACGACTGGAC |
| Pri-mir-106b~25 | TTGTCTCGGTCTGACAGTGC | GCAAGCCACATTTGCCTACT |
| Pri-mir-29a | GCACATGACCTCTTGTGACC | AACCGATTTCAGATGGTGCT |
| Pri-mir-130a | AAATGAGGACGAGGGACG | AACATTGCACTGCTCGGT |
| Pri-mir-185 | ATCTGGGCTTAGGTAAAGG | AGGGGACCATCAGGAACT |
| Pri-mir-181c/d | GCCAAACAACACCATCAGG | CCAGACACCAGTCCCATTTC |
| Pri-mir-290~295 | AGACTGAGTATAGCGAAAGGCTA | AGCACTTTCTCATTCAGGC |
| Pri-mir-341~3072 | CGTGGTGGATTCGCTTTACT | CTTTCTGCAAGTTGCCATCA |
| Pri-mir-744 | ACTGCCAAGGTGAGTTCA | CCGTCAGTAAGACTGCTGTTAG |
| Gapdh | AACTTTGGCATTGTGGAAGG | ACACATTTGGGGGTAGGAACA |
| Nodal | GAGTTTCATCCTACCAACCA | TGCCATTGTCCACATAAAGC |
| For pri-miRNA RT-qPCR experiments in embryos, the above reverse primers were used for the reverse transcription reactions prior to amplification by qPCR | | |

# Supplementary material for: TGF-β/Smad2/3 Signaling Directly Regulates Several miRNAs in Mouse ES Cells and Early Embryos
**Source:** PLoS One. 2013 Jan 30;8(1):e55186. doi: 10.1371/journal.pone.0055186
**Supplement:** Table S5 — Primers used for generating pri-miRNA ASE Luciferase constructs. Pri-miR-341∼3072 ASE(B) MUT construct was generated by overlap extension PCR of 3 amplicons as indicated by primer labels. Nucleotides introduced for mutagenesis are shown underlined. The insert for the WT pri-miR-341∼3072 ASE(B) construct was amplified using pri-miR-341∼3072 ASE(B) Fwd 1 and Rev 3 primer pair.

**Table S5. Primers used for generating pri-miRNA ASE Luciferase constructs**

| **Primer** | **Sequence (5’-3’)** |
| --- | --- |
| Pri-miR-181c/d ASE(A) Fwd MluI | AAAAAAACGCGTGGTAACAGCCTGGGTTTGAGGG |
| Pri-miR-181c/d ASE(A) Rev BglII | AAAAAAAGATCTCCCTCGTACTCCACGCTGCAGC |
| Pri-miR-181c/d ASE(B) Fwd MluI | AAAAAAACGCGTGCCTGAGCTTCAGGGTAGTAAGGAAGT |
| Pri-miR-181c/d ASE(B) Rev BglII | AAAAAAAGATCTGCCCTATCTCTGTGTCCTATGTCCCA |
| Pri-miR-341~3072 ASE(A) Fwd MluI | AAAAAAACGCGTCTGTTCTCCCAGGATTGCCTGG |
| Pri-miR-341~3072 ASE(A) Rev BglII | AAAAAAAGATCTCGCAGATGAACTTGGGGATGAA |
| Pri-miR-341~3072 ASE(B) Fwd 1 MluI | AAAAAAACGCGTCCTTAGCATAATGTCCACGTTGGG |
| Pri-miR-341~3072 ASE(B) MUT Rev 1 | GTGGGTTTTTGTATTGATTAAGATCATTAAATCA |
| Pri-miR-341~3072 ASE(B) MUT Fwd 2 | TAATCAATACAAAAACCCACAGTT |
| Pri-miR-341~3072 ASE(B) MUT Rev 2 | TGGTGTGCTGTTTACTGCG |
| Pri-miR-341~3072 ASE(B) MUT Fwd 3 | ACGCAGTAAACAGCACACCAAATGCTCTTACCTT |
| Pri-miR-341~3072 ASE(B) Rev 3 BglII | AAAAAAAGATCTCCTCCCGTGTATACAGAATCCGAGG |
| Pri-miR-341~3072 ASE(C) Fwd MluI | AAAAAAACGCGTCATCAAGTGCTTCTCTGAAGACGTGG |
| Pri-miR-341~3072 ASE(C) Rev BglII | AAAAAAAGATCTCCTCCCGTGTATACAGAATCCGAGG |
| Pri-miR-341~3072 ASE(B) MUT construct was generated by overlap extension PCR of 3 amplicons as indicated by primer labels. Nucleotides introduced for mutagenesis are shown underlined. The insert for the WT pri-miR-341~3072 ASE(B) construct was amplified using pri-miR-341~3072 ASE(B) Fwd 1 and Rev 3 primer pair | |

How the deposited data were processed for this re-analysis (not part of the article)

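Small RNA was sequenced from mouse TAG1 ES cells in 3 conditions, with 1 library per condition and 2 sequencing runs pooled per library. The conditions were untreated cells (0 hr), cells kept in 30 µM of the inhibitor SB-431542 during 16 hrs (16 hrs SB) and cells that were given 1 µg/µl Dox during a further 12 hrs (16+12 hrs). Untreated cells were in medium with 20% FBS and the treated cells in medium with 20% KSR, so the effect of the medium was not separated from that of the treatment in any comparison with the 0 hr library. Between the treated libraries, Dox came together with 12 more hrs of culture after SB, and no library without Dox was made at that time. The paper's control for Dox was qPCR of the tested miRNAs in J1 cells.

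According to the methods, the authors trimmed adaptors with the FASTX clipper, kept reads longer than 16 bases and aligned them with Bowtie to miRBase release 18, allowing perfect matches only, first to mature sequences and then to hairpins. Reads that matched several miRNAs were assigned by length or to each of them. The authors kept miRNAs with 10 or more reads over the 3 libraries. The files give the level of each miRNA in RPM, its reads scaled by the authors to 1000000 reads of the library. Every value was checked against the raw reads and the normalized reads of Table S1, and the number of reads behind each value was taken from there. The factor of each library corresponds to a total of 10955686 reads at 0 hr, 11354692 at 16 hrs SB and 9895513 at 16+12 hrs. The methods state that reads were normalized to the total reads of each sample. The totals found here differ from the numbers of total reads and of mapped reads that the paper gives, and the cause was not tested.

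The files list 693 miRNAs. Fold changes were ratios of rpm without a pseudocount, reported on the log2 scale. The p-Smad2/3 activation profile was called by the criteria of the paper: a fold change of at least 1.25 and a Z-score of at least 1.96 in size, downward for 16 hrs SB against 0 hr and upward for 16+12 hrs against 16 hrs SB. Abundant miRNAs had a sum of at least 1000 rpm in each compared pair. The opposite profile used the same criteria with both directions turned round. The Z-score is a test on the reads of 2 libraries, so it compares libraries and not conditions, and no p-value for a condition was computed. Confidence intervals are 95% exact intervals, Poisson for levels and Clopper-Pearson for shares and ratios of read numbers. They cover counting error only, since reads without molecular identifiers are not independent molecules and no condition had a replicate.

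The miRNAs of the predicted chromosome 12 pri-miRNA (the cluster) were those of Table S2. Hairpin positions came from the GENCODE annotation of GRCm38 by matching names, which placed 668 of the 693 miRNAs (96.4%). Hairpins within 50000 bases upstream of the miR-341 hairpin formed the upstream group, with 23 listed miRNAs from 12 hairpins. Hairpins on the same strand with at most 10000 bases between neighbours and at least 8 listed miRNAs formed 11 genomic groups. The median of a list was compared with 10000 random lists of the same size drawn from listed miRNAs in 10 bins of level, and its place is given as a percentile with the middle 95% of the random lists. GC content was that of the part of the hairpin, 5′ or 3′ of its middle, that holds the arm, or of the whole hairpin for a miRNA with no arm in its name, as a proxy for the mature sequence.

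Because the comparisons share the 16 hrs SB library, 2 simulations of 1000 draws each gave the numbers to hold beside the calls. In one, reads were drawn from a Poisson distribution with equal shares in all libraries. In the other, the 3 deviations of each miRNA from its mean were dealt to the libraries at random and each library kept its median shift. These deviations include any effect of the treatment, so the second simulation does not measure variation between cultures. Arms of 1 hairpin were compared where both had at least 100 reads in every library, with a difference of over 3 counting errors taken as unequal, and again without the pairs in which an arm matched several hairpins. The comparison of sequencing with qPCR used the qPCR values of Table 1, with a permutation test of 100000 permutations for each correlation.

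Lists of 24 miRNAs known from fibroblasts and of 9 known from ES cells were written before their medians were computed. The values of 9 of the fibroblast miRNAs had been looked at in Table S1 before the list was written, so the other 15 were also tested alone. The miRNAs named in the text were chosen by a rule: those of Table 1 and the control miRNAs, their other arms, members of the cluster where they are compared, the members of these lists, and the 5 miRNAs with the largest and the 5 with the smallest ratio of 16+12 hrs over 16 hrs SB among those with at least 100 rpm in at least 1 library. A miRNA outside this rule is marked as named after its values were seen.

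The alternatives were chosen before the data were examined. They were 6 other scalings of the libraries (reads on listed miRNAs, the total reads stated in the paper, median of ratios, TMM with 30% of ratios and 5% of levels trimmed, quantile normalization, and miR-26a-5p), fold thresholds of 1.5 and 2, a Bonferroni threshold for the Z-score, Fisher's exact test with a threshold of 0.05 in place of the Z-score, minimums of 10 reads in every library or of 100 reads summed over the libraries, counting miRNAs with identical values once, a pseudocount of 1 rpm, and abundance minimums of 500 and 2000. The scalings by a factor were set to the same geometric mean of totals as the authors' normalization, so that the abundance minimum kept its meaning. No replicate could be left out and no split of the samples could be tested with 1 library per condition.

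The steps were tested on simulated data with the depth of these libraries. When 200 of 693 miRNAs were changed 2-fold in the 16 hrs SB library, 76% of the lowered miRNAs were called with the activation profile, 82% of the raised miRNAs were called with the opposite profile, and 0 of 493 unchanged miRNAs were called with either. All 54 lowered miRNAs with at least 100 expected reads were called. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The microarray, qPCR, luciferase and embryo experiments of the paper were not analysed here, apart from the qPCR values of Table 1.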

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

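The tests of library scaling and of GC content for the opposite profile, of the share of miRNA reads for the miRNAs highest at 16+12 hrs, of the shift shared by all miRNAs for the upstream miRNAs, and both tests of deviations dealt at random were chosen only after the results were seen; the test on fibroblast markers and the count of the lowest and highest library were planned. Each pattern rests on 1 library per condition, so the variation between cultures of the same condition is unknown.

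The paper speaks of miRNAs regulated downward without giving their number. By its criteria with both directions turned round, 67 miRNAs were higher at 16 hrs SB than at 0 hr and lower at 16+12 hrs, a signal among miRNAs that the paper does not discuss. Equal shares in all libraries gave at most 7 in 1000 simulations, and 2 of 1000 draws with deviations dealt at random gave at least 67. Scaling of the libraries as the whole cause is argued against, since 49 of the 67 had the opposite profile under all 7 scalings. The same holds for a linear trend with GC content, since 53 of the 62 with a known GC content kept their call once the trend was removed. RNA from fibroblast feeder cells in the 16 hrs SB library stays open. The 15 fibroblast miRNAs whose values had not been looked at had a median log2 ratio of 0.66 for 16 hrs SB over 0 hr, above the middle 95% of random lists matched on level (−0.65 to 0.15), and −0.67 for 16+12 hrs over 16 hrs SB. Of these 15, 12 were raised under the authors' normalization and 8 had the opposite profile. The 9 looked at before had medians of 2.23 and −3.06, and all 9 had the opposite profile. Over the 24 together the medians were 1.07 and −1.02, with 17 opposite calls. These miRNAs were also present in the 0 hr library, where all 24 had at least 10 reads and 14 had at least 100 rpm, and whether those reads came from the ES cells was not tested. Among the most abundant, let-7f-5p went from 5185 rpm at 0 hr to 11217 rpm at 16 hrs SB and 5331 rpm at 16+12 hrs. In the same order, let-7a-5p went from 2419 to 4534 and 3148 rpm, and miR-21-5p from 1159 to 2486 and 2041 rpm. let-7c-5p went from 4847 to 6012 and 3077 rpm. Its log2 ratio of 0.31 for 16 hrs SB over 0 hr fell short of the fold threshold of 1.25. miR-152-3p, miR-27b-3p and miR-23b-3p were not raised at 16 hrs SB under the authors' normalization, and the direction of miR-27b-3p and miR-23b-3p depended on the scaling. The list of 9 ES cell miRNAs had a median of 0.26 for 16 hrs SB over 0 hr, at percentile 95.6 of its random lists and within their middle 95%, and −0.67 for 16+12 hrs over 16 hrs SB, at percentile 0.975. Of these 9, 3 had the opposite profile. The medians of both lists kept these directions under the 7 scalings. Members of the ES cell list went both ways, however, and its summed level was 35170 rpm at 0 hr, 38321 rpm at 16 hrs SB and 41080 rpm at 16+12 hrs, so the list decides nothing about feeder RNA. A candidate explanation is some feeder RNA in the 16 hrs SB library, and a response of the cells to the loss of p-Smad2/3 or to the medium may act beside or instead of it. These were not separated by the design.

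In the stretch upstream of the predicted pri-miRNA that starts with miR-341, which the paper does not discuss as a region, 8 of 23 listed miRNAs had the activation profile. Of these, miR-433-3p is among the abundant miRNAs of Table 1. Random lists of 23 miRNAs matched on level held 3 to 10 with a median of 6, and the 8 stood at percentile 80.6, so a shift shared by all miRNAs is enough to give this number. The number was 5 with the libraries scaled to their miRNA reads, by the median of ratios or by TMM, and 11 with miR-26a-5p. A response of the upstream miRNAs to p-Smad2/3 stays open, and the number of calls may equally come from the shift of the whole library.

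By the same fold change and Z-score, 174 miRNAs were higher at 16+12 hrs than in both other libraries, while the paper counts only those also lowered by SB. The 16 hrs SB library was lowest for 145 miRNAs and highest for 67, the 16+12 hrs library lowest for 70, and the 0 hr library lowest for 30 and highest for 69. The largest of the other counts, 174, exceeded the 145 of the activation profile. Under the authors' normalization, standing apart from both other libraries is thus not particular to the 16 hrs SB library. Scaled to miR-26a-5p this reversed, with the 16 hrs SB library lowest for 192 miRNAs and no other count above 118. The comparison therefore depends on the scaling. Of the 174, 61 had the activation profile and 10 belonged to the cluster. The share of miRNA reads in each library as the whole cause is argued against, since 100 of the 174 (57.5%) stayed highest with the libraries scaled to their miRNA reads, and 93 did under all 7 scalings. With that scaling the 16+12 hrs library was lowest for 130 miRNAs and the 16 hrs SB library for 79. Differences between single libraries that are unrelated to the treatment remain a candidate explanation, because no condition had a replicate. Deviations dealt at random to the libraries gave a median of 157 miRNAs highest at 16+12 hrs (138 to 178), and 66 of 1000 draws gave at least 174. The dealt deviations include any effect of the treatment, so these draws cannot decide between the explanations. A response to Alk4* that goes beyond the untreated level stays open as well.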

How the results depend on the processing

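All the tests of alternatives in this part were planned, and none was added after the results were seen. No paired analysis was possible because each condition had 1 library, and for the same reason leaving out a library was not possible.

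Scaling the libraries by a factor shifted the log2 ratios of all miRNAs together. Relative to the authors' normalization, the log2 ratio of 16 hrs SB over 0 hr shifted by 0.23 with scaling to miRNA reads, 0.18 with the median of ratios, 0.21 with TMM and −0.24 with miR-26a-5p. The log2 ratio of 16+12 hrs over 16 hrs SB shifted by −0.47, −0.38, −0.39 and −0.06 under the same scalings, and by −0.07 with the total reads stated in the paper. These shifts follow from the construction of each scaling and explain the changes in calls made by a single factor per library. For quantile normalization and the single miRNAs it affects, the cause was not tested.

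With the libraries scaled to their miRNA reads, 79 miRNAs had the activation profile and 117 the opposite profile, against 145 and 67, so the activation profile made up 40.3% of the calls in both directions in place of 68.4%. The cluster had 17 with the profile in place of 34, and its median log2 ratios were −0.44 for 16 hrs SB over 0 hr and 0.047 for 16+12 hrs over 16 hrs SB. Of the profile miRNAs 53 were higher at 16+12 hrs than at 0 hr, with 9 abundant ones, against 106 and 21. The medians of all miRNAs changed sign, to 0.038 and −0.090. Under the median of ratios these values were 86 and 108 (44.3%), 17, −0.49 and 0.14, 58 and 11, and −0.011 and −0.0012 (the second with a change of sign) for all miRNAs. Under TMM they were 83 and 112 (42.6%), 17, −0.47 and 0.13, 59 and 11, and 0.013 and −0.0070, both with a change of sign.

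Under quantile normalization 101 miRNAs had the opposite profile (the activation profile made up 50.2%), 21 cluster miRNAs had the activation profile, the cluster medians were −0.54 and 0.23, and 69 profile miRNAs with 11 abundant ones were higher at 16+12 hrs than at 0 hr. The medians of all miRNAs were −0.052 and 0.064. Scaled to miR-26a-5p, the cluster median for 16 hrs SB over 0 hr was −0.92 and that of all miRNAs −0.44, and the profile made up 78.4% of the calls. With a pseudocount of 1 rpm the cluster median was −0.57 and the median of all miRNAs for 16+12 hrs over 16 hrs SB was 0.25. A pseudocount shrinks ratios of low levels by its construction.

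A fold threshold of 1.5 left 43 miRNAs with the opposite profile and 21 cluster miRNAs with the activation profile. A fold threshold of 2 left 41 miRNAs with the activation profile (56.9% of both directions), 7 abundant ones, 31 with the opposite profile, 11 cluster miRNAs and 4 abundant cluster miRNAs. An abundance minimum of 2000 left 3 abundant cluster miRNAs, and a minimum of 100 reads summed over the libraries left 458 listed miRNAs. A stricter threshold gives fewer calls by its construction.

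Of 127 values of counts and medians under alternatives, 79 stayed within their limits, 43 moved and 5 changed sign. The limits for counts were wide, since 99 and 192 miRNAs with the activation profile were both within them, against 145. The number with the activation profile ranged from 41 to 192 and that of abundant ones from 7 to 39. Across scalings the calls overlapped as follows: of the 145 miRNAs, 79 remained with scaling to miRNA reads, 140 with the total reads stated in the paper, 86 with the median of ratios, 83 with TMM, 99 with quantile normalization and 140 with miR-26a-5p. Of the single miRNAs named, 1138 of 1316 ratios under alternatives kept their direction and their side of the criteria. A further 46 changed sign while meeting the criteria neither before nor after, 70 became weaker, 51 became stronger, and 11 that met the criteria before or after changed sign. For Table 1 alone, 355 of 392 kept them, 35 became weaker and 2 changed sign, both among the 11. Of these 11 changes of sign, that of miR-3473b was in the ratio of 16 hrs SB over 0 hr, which was 0.50 under quantile normalization, and the others were in the ratio of 16+12 hrs over 16 hrs SB. With scaling to miRNA reads the latter was −0.027 for miR-382-3p, −0.063 for miR-369-3p, −0.41 for miR-26a-5p, −0.070 for miR-17-5p and −0.11 for miR-24-3p. With TMM it was −0.33 for miR-26a-5p and −0.024 for miR-24-3p, and with the median of ratios −0.019 for miR-24-3p. Quantile normalization gave −0.068 for miR-25-3p and −0.34 for miR-295-3p.

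Depth limits the rare miRNAs: 150 of those listed had under 10 reads in at least 1 library, and 48 of the 145 with the activation profile had under 100 reads at 16 hrs SB. Counting error is small for the abundant miRNAs, but the number of libraries leaves the error between cultures unknown for all of them.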

Differences from the paper's values

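The count set against the paper's statement on pri-miR-29a was chosen only after the result was seen; the other comparisons were planned. All 67 values of the paper that were also computed here, 56 fold changes of Table 1 and 11 counts and percents, were within their limits, the fold changes within rounding. The fold changes rest on the same reads as those of the paper, so their match checks the calculation only. The limits for counts were wide. Reads on listed miRNAs exceeded the paper's mapped reads by 455 at 0 hr, 426 at 16 hrs SB and 419 at 16+12 hrs.

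The paper calls pri-miR-29a non-responsive to p-Smad2/3 activation according to the deep-sequencing. In the sequencing the mature miR-29a-3p had log2 ratios of 1.36 for 16 hrs SB over 0 hr and −1.41 for 16+12 hrs over 16 hrs SB, which met the criteria for the opposite profile under the authors' normalization and under the 6 other scalings set before the data were examined. The files measure the mature miRNA and not pri-miR-29a, and if the paper's statement is about the activation profile alone there is no difference, since miR-29a-3p did not have that profile.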

Other observations

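The tests of the share of miRNA reads, of GC content against the difference from qPCR, of scaling for miR-29a-3p, of deviations dealt at random and of arms without those that match several hairpins were chosen only after the results were seen; the others in this part were planned.

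The 145 miRNAs lower at 16 hrs SB and higher at 16+12 hrs were set against several technical explanations. The share of miRNA reads in each library as the whole cause is argued against for 79 of them (54.5%), which kept the profile when the libraries were scaled to those reads. For the 66 that lost it, the share of miRNA reads as the cause and a change of the miRNAs themselves cannot be told apart, because no reference of known amount was used here to decide between the scalings. A few abundant miRNAs taking most of the reads are argued against for the 86 (59.3%) that kept the profile under median-of-ratios scaling. A linear trend with GC content is argued against as the whole cause, since 122 of the 144 with a known GC content kept their call once it was removed. Spearman's rho with GC content was −0.15 and 0.24 over the 668 miRNAs, and −0.01 and 0.11 over the 151 with at least 3000 reads. Reads assigned in full to several miRNAs are argued against, since 0 of the 145 shared all their values with another miRNA, while partly shared reads were not tested. Differences between single libraries unrelated to the treatment stay open. Under the authors' normalization another library was lowest or highest for as many as 174 miRNAs. Scaled to miR-26a-5p, no other count was above 118, against 192 miRNAs lowest at 16 hrs SB. Deviations dealt at random, which include any effect of the treatment, gave a median of 141 miRNAs with the profile. In those draws 14 of 1000 gave at least 28 abundant miRNAs and none gave at least 34 in the cluster. Each miRNA was dealt on its own, while members of 1 transcript are not independent. The cluster number therefore does not exclude a difference between single libraries that moves its members together. The correlation of the 2 log2 ratios, −0.63, was lower than in every draw (−0.57 to −0.41).

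The cluster's lower level at 16 hrs SB is not accounted for by a shift shared by all miRNAs, since its median log2 ratio of −0.67 was below all 10000 random lists. For the rise at 16+12 hrs a shared shift is enough, with the cluster median at percentile 81.5 of the random lists. Whether the lower level is limited to the predicted pri-miRNA that starts with miR-341 cannot be told apart from a wider change of the region. The upstream miRNAs had a median log2 ratio of −0.55, at percentile 2.79 of random lists (−0.57 to 0.11), and the difference of −0.12 between the cluster and the upstream group had a two-sided permutation p of 0.360. The permutation exchanged single miRNAs, which are not independent within a transcript, so this p-value cannot decide the question. Of the 11 genomic groups with at least 8 listed miRNAs, the lowest medians were those of Mir379 to Mir3072 (−0.66), Mir770 to Mir136 (−0.55) and Mir363 to Mir106a (−0.51). A response of the whole region to the treatment or to the medium stays open, as does regulation specific to the predicted transcript.

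Where both arms come from 1 hairpin only, shared transcription would move them alike. Of 66 hairpins with at least 100 reads on both arms in every library, the arms differed by over 3 counting errors in 38 (57.6%) for 16 hrs SB over 0 hr and in 46 (69.7%) for 16+12 hrs over 16 hrs SB. The median size of the difference was 0.36 and 0.64 on the log2 scale, and Pearson's r between the arms across hairpins, which are not independent replicates, was 0.47 and 0.22. In 6 of the 66 an arm also matched other hairpins. Without these, the arms differed in 33 of 60 (55.0%) and 41 of 60 (68.3%), which argues against shared transcription as the only source of the changes. The less abundant arm was higher in 32 of the 66 in either comparison. Selective stability of an arm, or error in making the libraries that acts on single sequences, could give such differences, and neither was tested.

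miR-181d-5p and miR-181c-5p come from neighbouring hairpins. Their ratio of reads was 9.37 (9.19 to 9.56) at 0 hr, 7.01 (6.82 to 7.20) at 16 hrs SB and 13.6 (13.4 to 13.8) at 16+12 hrs. No explanation of this was tested.

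For the 12 miRNAs of Figure 1B, the log2 ratio of 16+12 hrs over 16 hrs SB differed from the paper's qPCR value by a median of 0.45 in size. The largest differences were those of miR-423-5p, 1.96 higher in the sequencing, and miR-320-3p, 1.71 higher. Spearman's rho between this difference and GC content was −0.31 (permutation p = 0.329) and Pearson's r −0.18 (permutation p = 0.580), and r was 0.08 without miR-744-5p and miR-25-3p, whose GC content lay farthest from the median. With 12 miRNAs, an effect of GC content and its absence cannot be told apart.

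miR-29a-3p had from 2.17 to 3.68 times as many reads at 16 hrs SB as in another library over the 7 scalings, so the scaling of the libraries is not the source of its opposite profile. Feeder RNA and a response of the cells were not tested for it.

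Among miRNAs with at least 100 rpm in at least 1 library, the lowest log2 ratios of 16+12 hrs over 16 hrs SB were those of miR-3096b-5p (−4.04), miR-3096-5p (−4.03), let-7b-5p (−3.67), miR-125b-5p (−2.92) and let-7i-5p (−2.77). The highest were those of miR-23a-5p (3.57), miR-708-3p (3.07), miR-92a-2-5p (3.07), miR-182-3p (3.03) and miR-23b-5p (2.64), of which miR-182-3p did not have the activation profile.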
